# HuD Is a Neural Translation Enhancer Acting on mTORC1-Responsive Genes and Counteracted by the Y3 Small Non-coding RNA

**DOI:** 10.1016/j.molcel.2018.06.032

**Published:** 2018-07-19

**Authors:** Toma Tebaldi, Paola Zuccotti, Daniele Peroni, Marcel Köhn, Lisa Gasperini, Valentina Potrich, Veronica Bonazza, Tatiana Dudnakova, Annalisa Rossi, Guido Sanguinetti, Luciano Conti, Paolo Macchi, Vito D’Agostino, Gabriella Viero, David Tollervey, Stefan Hüttelmaier, Alessandro Quattrone

**Keywords:** HuD ELAVL4, RNA binding protein, NSC-34, neuron differentiation, translation, polysomes, mTORC1, Y3 Rny3, Y RNA, non-coding RNA

## Abstract

The RNA-binding protein HuD promotes neurogenesis and favors recovery from peripheral axon injury. HuD interacts with many mRNAs, altering both stability and translation efficiency. We generated a nucleotide resolution map of the HuD RNA interactome in motor neuron-like cells, identifying HuD target sites in 1,304 mRNAs, almost exclusively in the 3′ UTR. HuD binds many mRNAs encoding mTORC1-responsive ribosomal proteins and translation factors. Altered HuD expression correlates with the translation efficiency of these mRNAs and overall protein synthesis, in a mTORC1-independent fashion. The predominant HuD target is the abundant, small non-coding RNA Y3, amounting to 70% of the HuD interaction signal. Y3 functions as a molecular sponge for HuD, dynamically limiting its recruitment to polysomes and its activity as a translation and neuron differentiation enhancer. These findings uncover an alternative route to the mTORC1 pathway for translational control in motor neurons that is tunable by a small non-coding RNA.

## Highlights

• HuD enhances the efficiency of translation in a mTORC1-independent fashion
• The small non-coding RNA Y3 is the predominant HuD target in motor neuron-like cells
• Y3 sequesters HuD from polysomes and counteracts its translation enhancer activity
• Y3 blocks the function of HuD in neuronal differentiation

## Introduction

The intensively studied RNA-binding protein (RBP) *hu*man antigen *D* (HuD)/*e*mbryonic *l*ethal, abnormal *v*ision *l*ike 4 (ELAVL4) is predominantly expressed in differentiated neurons, as are the other neuronal members (nELAV) of the ELAV family, HuB (ELAVL2) and HuC (ELAVL3). In contrast, HuR (ELAVL1) is ubiquitously expressed (Pascale et al., 2008). HuD carries three *R*NA *r*ecognition *m*otif (RRM) domains and plays important roles in controlling the fate of many neuronal mRNAs. Functional analyses implicate HuD in the regulation of mRNA stability, alternative splicing, alternative polyadenylation, RNA localization, and translation (Bronicki and Jasmin, 2013).

HuD is one of the first markers expressed during neuronal differentiation and plays a fundamental role in controlling neuronal cell fate. Loss of HuD induces increased self-renewal of the neural stem and progenitor cells (Akamatsu et al., 2005), whereas overexpression promotes neurite outgrowth, neurogenesis, and neuronal plasticity (Perrone-Bizzozero and Bolognani, 2002).

Importantly, HuD is specifically implicated in motor neuron function, and HuD knockout mice show motor deficits (Akamatsu et al., 2005), while regeneration following peripheral axon injury is associated with increased levels of HuD and of its target GAP43 (Anderson et al., 2003). Recent studies pointed out the intimate relationship between HuD and motor neuron diseases. HuD has been characterized for its ability to localize mRNAs in primary motor neurons and restore axon outgrowth defects in spinal muscular atrophy (SMA) motor neurons (Akten et al., 2011, Fallini et al., 2011). Moreover, cytoplasmic inclusions of TDP-43, a pathological hallmark of amyotrophic lateral sclerosis (ALS), are proposed to sequester HuD (Fallini et al., 2012).

To understand the molecular mechanism that underpins the functions of HuD, we first sought to positionally identify its RNA targets in a comprehensive way. Selective antibodies for individual nELAV paralogs are currently not available, so cross-linking and immunoprecipitation (CLIP) analysis identified only RNAs cumulatively bound to nELAV proteins HuB, HuC, and HuD (Scheckel et al., 2016). Specific HuD targets were previously identified by immunoprecipitating HuD from a HuD-overexpressing mouse (Bolognani et al., 2010). However, this approach could not provide positional information on the binding sites on RNA or distinguish between direct and indirect targets. To overcome these limitations, we specifically characterized the RNA interactome of HuD using the CRAC (cross-linking and analysis of cDNAs) method (Granneman et al., 2009). We performed our analysis in NSC-34 cells, which recapitulate motor neuron phenotypes *in vitro*.

We found that HuD directly and specifically enhances the translation efficiency of mRNAs known to be involved in motor neuron differentiation and axonogenesis. Surprisingly, we also found that a major HuD-bound cluster contains mRNAs encoding components of the translational machinery. HuD translation enhancer activity is independent from the major pathway affecting general translation, controlled by the mTORC1 complex, despite targeting an overlapping set of mRNAs.

Remarkably, the Y3 small noncoding RNA (ncRNA) was by far the strongest HuD binding partner. Y RNAs are abundant ncRNAs transcribed by RNA polymerase III (Köhn et al., 2013, Kowalski and Krude, 2015), ranging in size from 70 to 115 nt and folding into characteristic stem-loop structures. Y RNAs were proposed to be involved in DNA replication and histone mRNA processing (Köhn et al., 2015). However, their biological functions are still largely elusive. Here, we demonstrate that Y3 acts as a molecular sponge for HuD activity, by competing with HuD target mRNAs and by limiting HuD access to the polysomal compartment.

## Results

### Identification of the HuD RNA Interactome in a Motor Neuron Cell Line

HuD shares a high sequence and structure similarity with the other members of the ELAV family, and all available antibodies fail to distinguish among them. To overcome this difficulty, we adapted the CRAC protocol to be used with mouse motor neuron NSC-34 cells engineered with doxycycline-inducible His-HA tagged HuD. We performed the CRAC experiment using doxycycline at 2 ug/ml for 48 hr to limit HuD levels to physiological values (Figures S1A–S1C). We used doxycycline-treated cells expressing only the tetracycline receptor (Trex cells) as control for the aspecific signal (Figure 1A and STAR Methods).

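CRAC maps the sites at which a tagged protein was crosslinked to RNA, because reverse transcription across a crosslinked nucleotide often leaves a deletion in the read. The experiment comprised 3 libraries from NSC-34 cells induced for HuD and 3 libraries from control Trex cells. The authors pooled the replicates and deposited, for each binding site and transcript, the counts of reads covering the site (coverage) and of reads with a deletion at it, in HuD and in control cells, together with a p-value combined from both and a score of the sequence against the positional weight matrix. The pooled values carry no replicate error. The total number of reads of each library is not in the table, so the depth behind a coverage value is unknown. The table held 5153 rows, with at least 6 covering reads and 3 deletions each in HuD cells. Sites listed for several transcripts were reduced to unique genomic windows on GRCm38, which left 2868 windows of 7 or 8 nt. For 142 of these, the rows gave different coverage and the highest value was used. Summed over the unique windows, HuD coverage was 2585043 reads and control coverage 9999 reads, and 186 windows had any control coverage. The authors penalized locations with control reads before sites were listed. Low or absent control coverage at a listed window, here and below, is therefore partly a result of selection. The median window was covered by 28 reads and had 5 deletions in HuD cells. Of the 2804 windows that could be placed on a transcript of GENCODE vM21, none had the sequence listed for it at the listed position read as a 0-based interval, and 2803 had it exactly 1 nt downstream (plus strand) or 2 nt downstream (minus strand). Positions given here are those of the matching sequence.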

**Figure 1:**
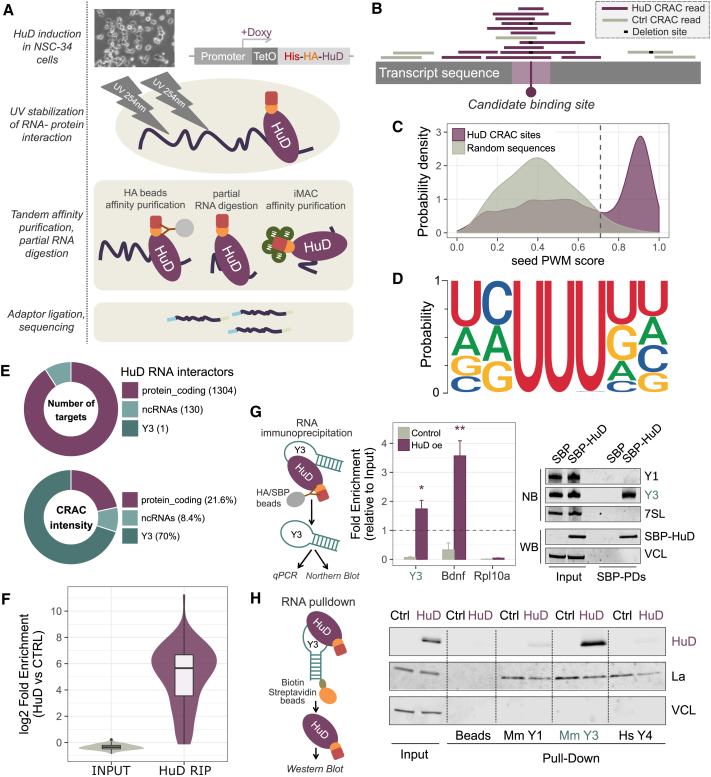
Defining the RNA Interaction Landscape of HuD in Motor Neuron Cells (A) Schematic representation of CRAC performed on motor neuron NSC-34 cells. (B) Identification of HuD binding sites from CRAC data. (C) Distribution of HuD PWM scores, calculated from CRAC deletion sites (in violet) and compared with random sequences (in gray). The score threshold to identify bona-fide binding sites was set as the 95th percentile of the random distribution (vertical dashed line). (D) Logo representation of HuD binding sites weighted by binding affinity, calculated as CRAC binding intensities scaled for transcript expression levels. (E) Pie charts displaying the number of HuD RNA targets (upper panel) and the corresponding interaction weight (percentage of CRAC intensity, lower panel) for distinct RNA species. (F) Validation by RNA immunoprecipitation (RIP) and targeted sequencing of 70 HuD targets identified by CRAC. (G) Validation of HuD-Y3 interaction by alternative approaches: left panel, RIP assay followed by Northern blots in HuD transfected NSC-34 cells; right panel, RIP assay followed by RT-qPCR in NSC-34 HuD-inducible cells and in Trex NSC-34 cells (control). In (G), data are represented as mean ± SEM; t test: ∗p < 0.05, ∗∗p < 0.01. (H) Streptavidin pull-down of synthetic biotinylated Y RNAs (Y3, Y1, and human Y4) followed by western blot analysis in NSC-34 cells induced for HuD expression. The La (SSB) and Vinculin (VCL) proteins were used as positive and negative control proteins, respectively, for binding to Y RNAs. See also Figure S1 and Table S1.

To precisely map the HuD RNA interactome, we developed a dedicated computational methodology (see also STAR Methods). This approach takes advantage of cross-linking induced mutations—primarily micro-deletions—to identify candidate binding sites with nucleotide resolution (Figure 1B). To increase specificity, we penalized locations with aligned reads in control experiments. We selected a set of 753 sequences surrounding locations with p value <0.05 to build a positional weight matrix (PWM). This “seed” PWM was defined on a region spanning 7 nt around the deletion site (Figure S1D). The size choice is based on previous crystallographic studies resolving the structure of the RRM1 and RRM2 domains of HuD bound to canonical AU rich elements (Wang and Tanaka Hall, 2001). We used the seed PWM to score all the other candidate binding sites and select high-confidence HuD bound sites, with the advantage of identifying in this way interaction sites even in transcripts with low expression levels. The strength of this methodology is revealed by the comparison between the distribution of scores associated with CRAC deletion sites and the distribution of random sequences (Figure 1C). The experimental distribution is peaked above the threshold score corresponding to the 95th percentile of the random distribution.

We performed parallel RNA-Seq in NSC-34 cells to quantify the steady-state levels of transcripts. Of note, HuD binding site intensities showed a low positive correlation with transcript levels (measured by FPKM, Pearson correlation = 0.24) (Figure S1E). 

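Coverage at each unique window was compared with the level of its transcript in the 2 RNA-Seq libraries from control cells, given as the mean CPM (the gene's count scaled to a common library total). Across 2687 windows on 1332 genes with RNA-Seq counts, log2 coverage and log2 CPM had a Pearson r of 0.182 (95% confidence interval 0.145 to 0.218). This is a correlation across sites, which are not independent replicates. The remaining 181 windows, those of Y3 included, lay on genes without RNA-Seq counts. The alternative that moved r upwards most was the restriction to protein coding genes, with 0.346, and the one that moved it downwards most was deletions in place of coverage, with 0.0532. With CPM divided by gene length to give FPKM, the unit named in the paper, r was 0.318. The paper reasons from the low correlation that affinity, more than transcript level, could set the height of a peak.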

Binding affinity could therefore be the main factor influencing peak intensity. We normalized CRAC binding site intensities for transcript levels, and we created a logo representation where each HuD binding site is weighted for its binding affinity (Figure 1D). The core of the resulting HuD affinity logo contains a triplet of U nucleotides (weight = 1), preceded by a non-U nucleotide with the following weights in decreasing order: C (weight = 0.40), A (weight = 0.32), and G (weight = 0.28). This result suggests that HuD binding affinity is similarly strong for canonical AU-rich elements (AUUU); GU-rich elements (GUUU, also reported as the main nELAV binding site in Scheckel et al., 2016); and in particular CU-rich elements (CUUU). 

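Among the unique 7-nt windows on protein coding genes, 97.2% had UUU at positions 3 to 5, counted from the 5′ end of the window. For 2382 of these, on genes with RNA-Seq counts, each window was weighted by its coverage over the CPM of its gene. C, A and G at position 2 then held 22.1%, 42.0% and 35.9% of the weight. The 95% intervals from 1000 bootstrap draws of the windows were wide, at 10.8% to 46.2% for C, 14.2% to 70.4% for A and 10.8% to 64.2% for G, because the 10 windows with the most weight held 64.1% of it. When each of 2411 windows was counted once, without a weight, C preceded the UUU core in 40.9% of windows, A in 31.2% and G in 28.0%. With coverage as the weight, not scaled for transcript level, the shares were 36.6%, 34.3% and 29.1%. By the paper's methods, a site was listed only above a score threshold of the positional weight matrix, itself built from these data. The share of windows with UUU and the base shares are therefore partly set by this selection and are no independent test of the motif.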

Of note, CU-rich and GU-rich related elements were indirectly identified as HuD binding motifs also in Bolognani et al. (2010).

Our approach detected 5,153 high-confidence binding regions, mapped on 1,304 protein coding genes and 131 ncRNAs (Figure 1E; Table S1). 

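The deposited table lists 1304 protein coding genes and 131 genes of other types, with 2598 unique windows on the protein coding genes. Processed pseudogenes formed the largest non-coding class with 51 genes, followed by snRNAs with 18. Because 5153 is the number of rows by site and transcript, the number of separate sites is lower. Merging windows that overlap or adjoin on the same strand left 2698 sites. Of the unique windows, those on non-coding genes included, 675 had a combined p-value under 0.05. Such windows were found on 293 of the 1304 protein coding genes. On 510 protein coding genes at least 2 unique windows were found. Coverage was spread unevenly, with *Ccrn4l* (14699 reads summed over 45 windows), *Eef1a1* (11322 over 12), *Btf3* (9795 over 12) and *Eif4g2* (6023 over 11) as the most covered protein coding genes. The profile of *Ccrn4l* on chromosome 3 resembled that of *RP24-390N7.1*, a gene of another type on chromosome 5. The latter had 13908 reads over 42 windows, with 452 deletions against 466 on *Ccrn4l*. Whether the same reads align to both genes was not tested.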

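Of the 10 lincRNAs, Yam1 had the highest coverage, with 19987 reads and 43 deletions summed over 6 unique windows in HuD cells and 1099 reads in control cells. Its most covered window had 4509 reads. The windows of Yam1 lie on chromosome 17 in the same stretch as those of *Rn18s-rs5*, an 18S ribosomal RNA gene listed on the opposite strand, whose 6 windows summed to 13738 reads in HuD cells and 599 in control cells. Malat1, on chromosome 19, had a single window, CCUUUGC at 5797462 to 5797468 of GRCm38, with 29 reads and 9 deletions in HuD cells and 1 read in control cells. Neat1, also on chromosome 19, had the window GAUUUUG at 5845322 to 5845328, with 20 reads and 13 deletions in HuD cells and 0 reads in control cells.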

Among the ncRNAs, 10 were long intergenic ncRNAs (lincRNAs) including Neat1, Malat1, and Yam1, known to be involved in cell-fate programming. 

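Y3 (gene Rny3 in the table) lies on chromosome 6 of GRCm38 from 47781624 to 47781725 on the plus strand and is 102 nt long. Its 12 unique windows summed to 2296023 covering reads in HuD cells and 6506 in control cells, a ratio of 353 between the pooled libraries. This was 88.8% of the HuD coverage over all unique windows. Protein coding genes held 7.28% and all other non-coding genes 3.90%. A read that spans several windows is counted at each. When only the most covered window of each gene was used, the share of Y3 was 68.8% and that of protein coding genes 20.5%. With deletions in place of coverage, Y3 held 51.4% (22767 of 44333 deletions) and protein coding genes 42.8%.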

Strikingly, the by far predominant HuD binding sites were found on the Y3 small ncRNA, representing 70% of all binding signal (Figure 1E).

We further validated interactions identified by CRAC with RNA immunoprecipitation (RIP) for 70 mRNAs and for the Y3 RNA. For the mRNAs tested, RIP followed by targeted sequencing confirmed the identification of bona fide HuD binding sites by CRAC, with a median log2 fold enrichment of 5.8 (Figure 1F; Table S2). We selectively enriched Y3 together with the positive control *Bdnf* mRNA in HuD ribonucleoprotein particles, but not in negative control cells (Figure 1G, left panel). For both conditions, no binding to the *Rpl10a* transcript (negative control mRNA) was detected. His-tag non-specific interactions were excluded by additional RIP assays in NSC-34 cells overexpressing His-HA-GFP or with a reduced HuD induction (Figure S1F). The interaction between HuD and Y3 was further confirmed in NSC-34 transiently transfected with SBP-tagged HuD (Figure 1G, right panel). No binding was detected for the Y1 small ncRNA, the only other member of the Y RNA family in the mouse genome, nor for the highly abundant small ncRNA signal recognition particle RNA (7SL). Additionally, we performed a pull-down assay by using Y3, Y1 and human Y4 (hY4) ncRNAs, as synthetic biotinylated probes, in both NSC-34 induced for HuD and in control cells. We demonstrated specific association between HuD and Y3 (Figure 1H, right panel).

In summary, we reliably profiled the HuD RNA interactome in NSC-34 cells, identifying the Y3 ncRNA as the by far most represented target.

### HuD Enhances the Translation of Target Translation Factors

To provide a functional characterization of HuD-interacting RNAs, we performed enrichment analysis of Gene Ontology (GO) terms and pathways (Figure 2A). We identified significant enrichments for terms related to genes involved in mRNA processing and translation: 80 genes, including 34 ribosomal components and 12 translation initiation or elongation factors. 

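Classes of translation genes were taken from gene symbols. Among the protein coding targets, 25 had a ribosomal protein symbol (Rpl or Rps, without the Rps6k kinases). Of the 87 such genes with RNA-Seq counts in NSC-34 cells, 23 were HuD targets (26.4%), against 9.79% of 12860 other protein coding genes with counts. The odds ratio was 3.31 (Fisher's exact test, two-sided, adjusted p = 4.16e-05 over the classes tested). An initiation factor symbol (Eif) was carried by 13 targets, with an odds ratio of 2.98 (Fisher's exact test, adjusted p = 0.00400). *Eef1a1* was the only target with an Eef symbol, of 10 such genes with counts (Fisher's exact test, adjusted p = 1). *Pabpc1* was among 2 targets of 3 Pabpc genes (Fisher's exact test, adjusted p = 0.0343). These tests did not match genes on expression level. A site needed a minimum of covering reads, and coverage rose with CPM on protein coding genes (Pearson r 0.346). Abundance of these mRNAs may therefore contribute to the enrichments.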

Within mRNA targets, HuD binding sites were predominantly located in the 3′ UTR of protein coding transcripts (92%), consistent with functions in translation (Figure 2B).

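Of the 2598 unique windows on protein coding genes, 2566 had an annotated region, and 2367 of these (92.2%, 95% Wilson interval 91.1% to 93.2%) lay in a 3′ UTR. Coding sequence held 128 windows (4.99%) and 5′ UTRs 71 (2.77%). For 17 windows the listed transcripts gave different regions, and the most frequent was used. The interval covers counting error only. Weighting each window by its coverage lowered the 3′ UTR share most, to 85.9%, and restricting the count to the 529 windows with a combined p-value under 0.05 gave 87.5%.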

**Figure 2:**
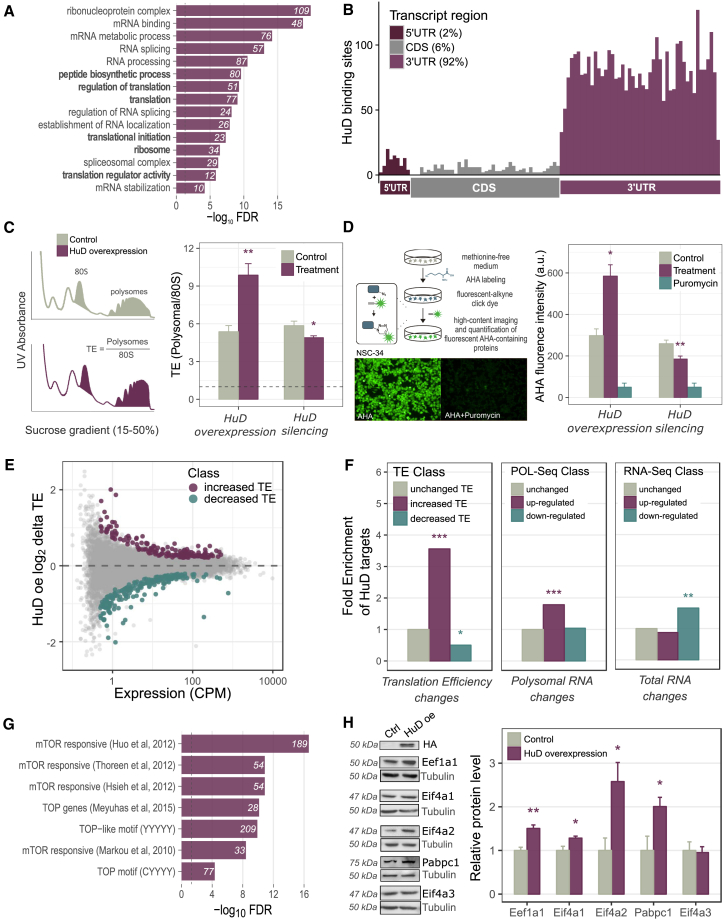
HuD Increases Global and Target-Specific Translation (A) Top enriched Gene Ontology terms among HuD mRNA targets are related to RNA processes, including splicing, transport, stability, and translation (highlighted in bold). (B) Metaprofile of HuD binding sites along protein coding transcripts, showing binding enrichment in 3′UTRs. (C) Right panel: representative sucrose gradient profiles in control and HuD overexpressing NSC-34 cells. Left panel: calculation of the global translation efficiency upon HuD silencing and overexpression. (D) Right: schematic representation of Click-iT AHA assay to quantify *de novo* protein synthesis in NSC-34 cells. Left: detection of *de novo* protein synthesis upon HuD silencing and overexpression. Puromycin, a translation inhibitor, was used as negative control. (E) Transcriptome-wide translation efficiency changes upon HuD overexpression in NSC-34 cells. Scatterplot displaying for each gene the average expression signal (CPM) against the log2 change in translation efficiency (delta TE) upon HuD overexpression. Genes with increased or decreased TE are highlighted. (F) Enrichment analysis of HuD RNA targets among genes with increased or decreased TE upon HuD overexpression, compared to enrichments associated with genes changing at either the polysomal or the total RNA level. Fisher’s test ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. (G) Enrichment of mTOR responsive mRNAs among HuD targets, as listed in multiple literature sources. (H) Western blot analysis of HuD targets (Eef1a1, Eif4a1, Eif4a2, Pabpc1) and negative control (Eif4a3) in HEK293 cells transiently transfected with HuD. Tubulin was used as reference. Experiments were performed at least in triplicate. In (C), (D), and (H), data are represented as mean ± SEM; t test ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. See also Figure S2.

The widespread HuD binding to mRNAs encoding ribosomal proteins and translation factors suggested that HuD could indirectly promote global translation through the post-transcriptional modulation of these mRNAs. We therefore assessed the role of HuD in modulating global translation by polysome profiling in NSC-34 cells with the overexpression or silencing of HuD (Figures S2A and S2B). The global translation efficiency (TE) of the cells was calculated as the ratio between the absorbance of polysomes and the total absorbance of non-translating 80S ribosomes (see STAR Methods and Figure 2C). As shown in Figure 2C, HuD overexpression significantly increased the global TE of NSC-34 cells. Conversely, HuD depletion by RNA interference resulted in a reduced global TE. To support this finding, we assessed the ability of HuD to promote *de novo* protein synthesis by metabolic labeling (see STAR Methods). We measured a substantial increase (about 2-fold) in overall *de novo* protein synthesis in HuD-overexpressing cells compared to control cells, whereas knockdown of HuD resulted in *de novo* protein synthesis reduction (Figure 2D).

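RNA-Seq and POL-Seq data came from 2 control and 2 HuD overexpressing cultures of NSC-34 cells each. POL-Seq measures the RNA in the polysomal fractions of a sucrose gradient. The authors deposited the number of reads counted on each of 14924 genes, without normalization. Total counts per library ranged from 21296012 (POL control replicate 2) to 36284728 (POL HuD replicate 1). Counts were normalized by edgeR's TMM method and fitted in a single model with a mean for each of the 4 groups. The change in TE of a gene was tested as the interaction of fraction and HuD with edgeR's quasi-likelihood test over 14906 genes. Deviations of same-numbered libraries from their group means correlated positively in all 6 pairs of groups, with r from 0.188 to 0.387 across genes, so the replicate number was also used as a block. *Elavl4*, which encodes HuD, was at 87.8 ± 13.6 CPM (SD, n = 2) in total RNA of control cells and 224 ± 17.6 (SD, n = 2) in HuD cells, a log2 change of 1.35 (standard error 0.15, adjusted p = 0.0866 from edgeR with Benjamini-Hochberg adjustment). In polysomal RNA it changed by 1.17 (standard error 0.15, adjusted p = 0.282 from the same edgeR test). With the replicate block the adjusted p-values from edgeR were 0.0788 and 0.0786.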

We further confirmed the role of HuD as a translational enhancer of its targets by combining RNA-Seq and POL-Seq (polysomal RNA sequencing) of NSC-34 cells upon HuD overexpression (Figure 2E). Translation efficiency was defined for each gene as the ratio between POL-Seq and RNA-Seq levels. Importantly, HuD targets were strongly enriched in genes with increased translation efficiency (fold enrichment = 3.6, p value = 7.6e-10) and, conversely, underrepresented in genes with decreased translation efficiency (Figure 2F, right panel). This level of enrichment was observed only combining translatome and transcriptome variations and derived mainly from translatome effects (Figure 2F). 

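No gene had an adjusted p-value under 0.05 for a change in TE, with or without the replicate block. At an unadjusted p-value under 0.05, 61 genes had increased and 85 had decreased TE. Among the genes with increased TE, 16 (26.2%) were HuD mRNA targets, against 1266 (8.58%) of the 14760 unchanged genes, a fold enrichment of 3.06 (Fisher's exact test, two-sided, p = 4.29e-05). None of the 85 genes with decreased TE was a target (Fisher's exact test, p = 0.00123). Targets are protein coding by definition, while non-coding genes were tested too, so gene type may contribute to this depletion. With non-coding CRAC genes counted as targets, the fold was 0.528 (Fisher's exact test, p = 0.248). With a minimum of 1 CPM in every library, none of 48 such genes was a target (Fisher's exact test, p = 0.0132). With the replicate block, 163 genes had increased TE, of which 50 (30.7%) were targets, a fold enrichment of 3.63 (Fisher's exact test, p = 6.85e-16). Of 199 genes with decreased TE under the block, 3 were targets, a fold of 0.178 (Fisher's exact test, p = 4.99e-05). Fisher's test takes genes as independent, which co-regulated genes are not. A logistic model that adjusts for mean CPM gave an odds ratio of 8.33 for increased TE. Over all 1282 tested targets, the median log2 TE change was 0.03 higher than in other genes, with 0.05 in the pair of replicate 1 and 0.01 in the pair of replicate 2. This shift did not pass limma's camera test, which allows for correlation between genes (adjusted p = 0.878 without and 0.510 with the block). Among the genes whose TE was higher in both HuD replicates than in both controls, the smallest unadjusted p-values went to *Rpl13-ps3*, *Arxes2*, *Marcks*, *Gm13341* and *Lypla1*. *Rpl13-ps3* and *Gm13341* had means of 0.240 and 1.06 CPM. *Marcks* and *Lypla1* are targets. The TE of *Marcks* changed by 0.52 (standard error 0.14, adjusted p = 1.00 from edgeR's quasi-likelihood test). In the opposite direction these were *Gm23455*, *Gm37170*, *Gm15500*, *mt-Tp* and *9430034N14Rik* with means between 0.493 and 2.93 CPM. The paper takes the enrichment as further evidence that HuD enhances the translation of its targets. Its other evidence includes polysome profiles, labelling of new proteins, Western blots, RT-qPCR of TE and luciferase reporters.

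**Figure D1:**
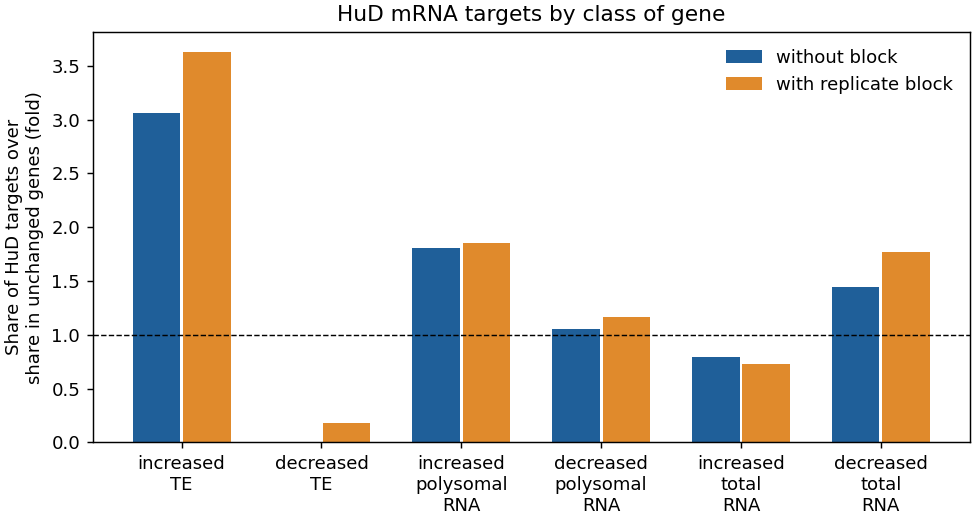
Share of HuD mRNA targets in each class of genes, divided by their share in unchanged genes, without and with the replicate block. The dashed line marks a fold of 1, and the bars for increased TE stand at 3.06 and 3.63.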

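In polysomal RNA, 341 genes had higher and 281 lower levels at an unadjusted p-value under 0.05, and none passed adjustment. Targets made up 15.2% of the genes with increased polysomal RNA, a fold enrichment of 1.81 over unchanged genes (Fisher's exact test, p = 4.96e-05, and 1.85 with p = 1.23e-08 under the replicate block). Among genes with decreased polysomal RNA the fold was 1.05 (Fisher's exact test, p = 0.745, and 1.16 with p = 0.218 under the block). In total RNA, 265 genes had higher and 129 lower levels at an unadjusted p-value under 0.05, again with no gene past adjustment. Targets had a fold of 0.790 among genes with increased total RNA (Fisher's exact test, p = 0.374, and 0.727 with p = 0.0568 under the block). Among genes with decreased total RNA the fold was 1.44 (Fisher's exact test, p = 0.153), and under the block it was 1.77 (Fisher's exact test, p = 3.12e-05). The median change of targets relative to other genes was 0.01 on the log2 scale in polysomal RNA and -0.04 in total RNA, with adjusted p-values from limma's camera test of 0.904 and 0.878 (0.921 and 0.510 under the block). In the pairs of replicates 1 and 2 the polysomal shift was 0.04 and -0.03, of opposite sign, and the total RNA shift -0.03 and -0.04. Against genes matched on mean CPM the shift was 0.0320 in polysomal RNA and -1.32e-05 in total RNA. Neither passed limma's camera test (unadjusted p = 0.409 and 0.936).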

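Usage of polyadenylation sites was measured by sequencing the 3′ ends of mRNAs in 3 control cultures and 3 cultures labelled by the authors as HuD overexpressing. *Elavl4* itself had fewer 3′ end counts in each HuD library than in the same-numbered control. Its mean was 46.1 ± 12.8 CPM (SD, n = 3) in HuD cells against 64.9 ± 22.9 (SD, n = 3) in control cells. The log2 change was -0.49 (adjusted p = 0.922 from edgeR, and 0.0306 with the replicate block). By the paper's methods, the induced HuD was a human cDNA in a lentiviral vector. Counts at known 3′ ends of mouse *Elavl4* need not include it, so they do not test the induction. The authors deposited read counts per transcript 3′ end, between 12986862 and 15751036 per library after 3′ ends shared by transcripts of a gene were reduced to 14536 unique sites. Of these, 5665 had another site of the same gene within 20 nt. Changes in the use of sites within a gene were tested with edgeR's diffSpliceDGE in the 3317 genes with at least 2 sites, of which 395 were HuD mRNA targets. Same-numbered control and HuD libraries deviated together, with correlations of 0.400, 0.658 and 0.515. A single gene, *Rufy3*, had an adjusted p-value under 0.05, without and with the replicate block, and it is not a target (Fisher's exact test, p = 1). Its most distal site, on chromosome 5 at position 88651392 of GRCm38, received 18.3% ± 2.94 (SD, n = 3) of the gene's counts in control and 7.13% ± 1.45 (SD, n = 3) in HuD cells. These shares are too low, because the other ends of *Rufy3* are listed in pairs 1 nt apart with nearly equal counts. With sites within 20 nt merged, an alternative chosen after seeing the data, the shares were 30.8% ± 4.25 (SD, n = 3) and 13.3% ± 2.55 (SD, n = 3). *Rufy3* then had an adjusted p = 0.108 from edgeR without the block and 5.10e-07 with it. At an unadjusted p-value under 0.05, 5 genes changed, 1 of them a target, a fold of 1.68 over the other genes (Fisher's exact test, p = 0.470). With the replicate block 33 genes did, 10 of them targets, a fold of 2.58 (Fisher's exact test, p = 0.00375). With merged sites, the block gave 41 genes at an unadjusted p-value under 0.05, of which 11 were targets, a fold of 1.56 (Fisher's exact test, p = 0.140). Without the block, merged sites gave 7 such genes, 1 of them a target, a fold of 0.819.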

On the other hand, transcriptome-wide alternative polyadenylation (APA) analysis upon HuD overexpression didn’t reveal an enrichment of HuD targets among genes with differentially used polyadenylation sites (Figures S2D–S2G).

To investigate the mechanism through which HuD promotes translation, we focused on translation factors identified as HuD targets by the CRAC analysis. Notably, many of these factors are known to be mTOR responsive (Hsieh et al., 2012, Larsson et al., 2012, Thoreen et al., 2012), including 5′-TOP or 5′-TOP-like mRNAs (Meyuhas and Kahan, 2015) (Figure 2G). Among these mRNAs, we selected for validation the translation elongation factor *Eef1a1*, the cytoplasmic poly(A) binding protein *Pabpc1*, and the eukaryotic initiation factors *Eif4a1* and *Eif4a2*. *Eef1a1*, *Pabpc1*, *Eif4a1*, and *Eif4a2* mRNAs are strongly bound by HuD in their 3′ UTRs (Figure S2C). 

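*Eef1a1* (chromosome 9, minus strand) had 12 unique windows, all in its 3′ UTR, with 11322 covering reads in HuD and 33 in control cells. It was the protein coding gene with the second highest coverage. Its window with the most deletions, CAUUUUU at 78478570 to 78478576 of GRCm38, had 1098 reads and 124 deletions within the sequence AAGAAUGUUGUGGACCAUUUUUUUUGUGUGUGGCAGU. *Pabpc1* (chromosome 15) had a single window, AAUUUUC at 36595827 to 36595833 in the sequence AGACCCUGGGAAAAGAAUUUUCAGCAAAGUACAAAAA, with 298 reads and 19 deletions and a combined p-value of 0.00516 from the authors' method. *Eif4a1* (chromosome 11) had 2 windows. ACUUUUU at 69667305 to 69667311 was covered by 92 reads with 10 deletions, and CAUUUUU at 69667011 to 69667017 by 54 reads with 5. *Eif4a2* (chromosome 16) also had 2 windows, with 76 reads and 3 deletions at AGAUAUAA (23113640 to 23113647) and 7 reads and 3 deletions at CAUUUAC (23113569 to 23113575). Control cells had 0 reads at every window of *Pabpc1*, *Eif4a1* and *Eif4a2*. Ranked by summed coverage among the 1304 protein coding targets, *Pabpc1* stood at place 100, *Eif4a1* at 195 and *Eif4a2* at 324. All of these windows lie in 3′ UTRs by the authors' annotation and by GENCODE vM21.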

As shown in Figure 2H, overexpression of HuD significantly increased the protein levels of Eef1a1, Pabpc1, Eif4a1, and Eif4a2 with respect to tubulin. As negative control we used the exon junction complex component Eif4a3, which is a recognized Eif4a1 and Eif4a2 paralog, but neither a HuD target nor a TOP gene. 

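*Eif4a3* has 0 windows in the CRAC table. A site entered it only with at least 6 covering reads, 3 deletions and, by the methods of the paper, a sequence score above a threshold, so binding that missed any of these would not be listed. *Eif4a3* was expressed at 241 ± 6.28 CPM (SD, n = 2) in total RNA of control cells, against 519 ± 40.2 (SD, n = 2) for *Eif4a1* and 172 ± 9.24 (SD, n = 2) for *Eif4a2*.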

Levels of Eif4a3 were unaffected by enhanced HuD expression.

### HuD Translation Enhancement Activity Does Not Depend on the mTORC1 Pathway

Since mTOR-responsive genes were significantly enriched among HuD targets (Figure 2G), we next assessed if the HuD-dependent boost to global and target specific translation was mediated through the mTORC1 pathway. We serum starved cells to decrease activity of the mTORC1 pathway to less than 50%, as assessed by the phosphorylation status Eif4ebp1 and Rps6. This treatment did not affect the levels of endogenous HuD or inducible His-HA-HuD (Figure 3A) and did not induce the formation of P-bodies or stress granules (Figure S3A) in NSC-34 cells. We then measured global TE by polysome profiling. As expected, starvation caused a decrease in the global TE compared to serum-repleted cells. Interestingly, HuD overexpression restored and even increased TE in serum-depleted cells relative to repleted cells (Figure 3B). HuD overexpression also efficiently suppressed the effects of the mTORC1 inhibitor Torin1 (Figure S3B). We selected different classes of mTOR-responsive, HuD-bound mRNAs for TE quantification by qPCR: ribosomal proteins, polyadenylation factors, translation elongation, and initiation factors. The results consistently proved that HuD overexpression increased the TE of these target mRNAs upon starvation (Figure 3C), whereas Eif4a3 was unaffected. We further verified that the increase in TE correlated with enhanced Eef1a1 protein levels, with no effect on the negative control Eif4a3 (Figure 3D).

**Figure 3:**
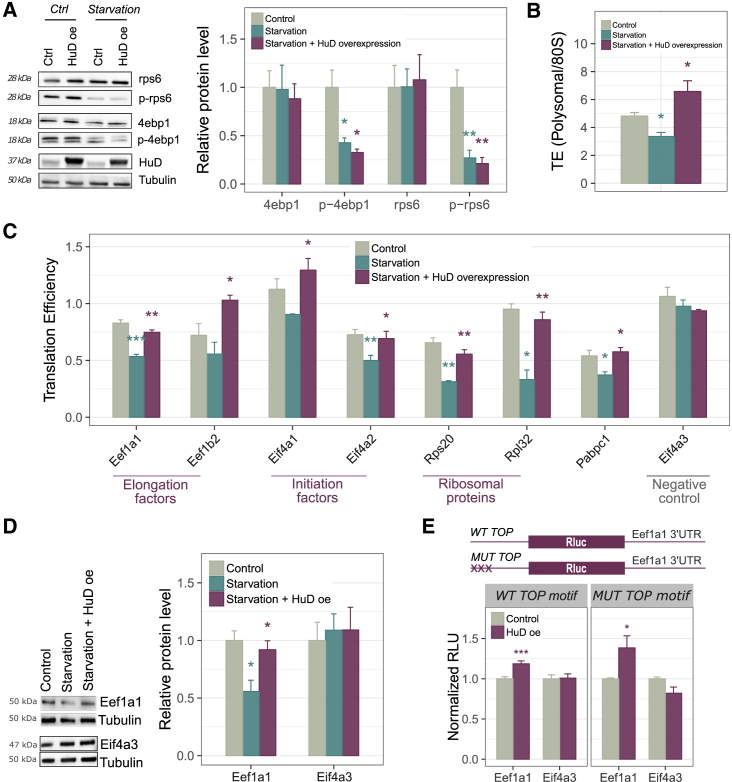
HuD Enhancement of Global and Target-Specific Translation Efficiency Does Not Depend on the mTORC1 Pathway (A) Left: western blot analysis of Rps6 and Eif4ebp1 phosphorylation following serum deprivation (8 hr) in NSC-34 cells. (B) Measurement of global TE by sucrose gradient centrifugation in the following conditions: control, starvation, and starvation coupled with HuD overexpression. (C) TE quantification of selected mTOR-responsive mRNAs in control, starvation, and starvation coupled with HuD overexpression conditions. Target-specific TE is the ratio between polysomal and total RNA changes measured by RT-qPCR. Gapdh and Als2 were used as reference genes. (D) Western blot analysis of Eef1a1 and Eif4a3 in NSC-34 cells collected in three different conditions: control, starvation, and starvation with HuD overexpression. (E) Barplot displaying normalized luciferase intensity values in HEK293 cells transiently transfected with HuD, relative to transient transfection of the empty vector. Cells were co-transfected with wild-type (WT) or mutated (MUT) TOP motif bearing luciferase vectors with the 3′UTR of Eef1a1 (HuD target) or Eif4a3 (negative control). In (A)–(E), data are represented as mean ± SEM t test ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. In (A)–(C), “Starvation” was compared to “Control,” and “Starvation + HuD overexpression” was compared to “Starvation” for testing statistical significance. See also Figure S3.

These results indicate that increased HuD activity is able to rescue global and target-specific translation inhibition exerted by partial suppression of mTORC1 pathway signaling. To confirm this, we further explored how HuD regulates the expression of the 5′ TOP gene Eef1a1, known to be selectively modulated by mTORC1. We cloned the 3′ UTRs of *Eef1a1* and the negative control *Eif4a3* downstream of luciferase, in a reporter vector harboring a canonical TOP motif at the 5′ end (Thoreen et al., 2012). We expressed these reporters alone or in combination with HuD in HEK293 cells, not expressing endogenous HuD. Luciferase activity was enhanced by HuD co-expression in the case of the vector carrying the 3′ UTR from *Eef1a1*, but not for *Eif4a3* (Figure 3E). Importantly, we obtained the same results when using a luciferase vector with a mutated TOP motif not responding to mTOR signaling (MUT-TOP; Thoreen et al., 2012), in the 5′ UTR (Figure 3E). These results collectively demonstrate that the translational control exerted by the mTORC1 pathway on 5′ UTR TOP mRNAs can be independently tuned by the translational enhancement promoted by HuD through binding to the 3′ UTR.

### HuD Stimulates the Translation of mRNAs Involved in Neuronal Fate Commitment and in Axonogenesis

Control of translation is a key step in mediating neuronal activity and synaptic plasticity. HuD was demonstrated to induce neuronal differentiation, acting on specific neuronal target mRNAs (Deschênes-Furry et al., 2007).

We identified as high-confidence hits multiple neuronal mRNAs previously reported to interact with HuD (Table S1). These included Gls, Ikzf5, Lmo4, Marcks, Msi1, Nova1, Nrn1, App, and Atg5 (Akten et al., 2011, Bronicki and Jasmin, 2013, Kang et al., 2014). 

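The genes named here had at least 1 unique CRAC window each, all of them in a 3′ UTR and with 0 covering reads in control cells. *Marcks* had 5 windows and the highest summed coverage, 132 reads with 32 deletions, followed by *App* with 47 reads over 2 windows. *Nrn1* had 25 reads, *Lmo4* 22, *Ikzf5* 21 over 2 windows, *Msi1* 9, *Nova1* 7 and *Atg5* 6. The smallest combined p-value from the authors' method was 0.0338 for *Marcks* and 0.0282 for *App*. For the others it lay between 0.153 (*Ikzf5*) and 0.408 (*Atg5*).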

Analysis of mRNAs responsible for neuronal specification in the CRAC data revealed enrichment for genes involved in neuronal differentiation and neurogenesis, and genes involved in axonogenesis, axon guidance, myelin deposition, axon localization, and synaptic functionality (Figure S3C). To assess whether HuD binding to these mRNAs results in phenotypic effects on neurogenesis, we induced HuD overexpression in differentiating NSC-34 cells. We observed a significant increase in neuronal outgrowth in HuD overexpressing cells compared to control cells (Figure S3D). We also confirmed that HuD promotes neurite extension in PC12 cells (Fukao et al., 2009), and that this ability is preserved by two HuD isoforms (HuD-sv1 and HuD-sv2), as reported by Hayashi et al. (2015) (Figure S3E).

Next, we inspected whether HuD expression correlated with enhanced TE for 11 selected HuD target mRNAs, known to play important roles in motor neurons and axons. As shown in Figure S4F, we found a significant TE increase in HuD overexpressing cells for each of these mRNAs. The increase was greater for *Kif5b*, *Sema4d*, *Picalm*, *Acsl4*, and *Hnrnpa2b1*. TE enhancement upon HuD overexpression was driven by increased polysomal occupancy, with almost no variation in total RNA levels. We then examined the overlap between HuD binding targets and mRNAs with altered expression in motor neuron diseases (Figure S3G). We observed a strong enrichment for motor neuron disease-associated genes among HuD targets, and we confirmed the effects of HuD overexpression on translation for specific genes associated with ALS and genes with altered expression in both ALS and SMA (Figure S3H). This observation highlights a potential role for HuD in modulating the expression of pathologically relevant transcripts in motor neurons.

### Y3 Competes for HuD Binding against mRNAs

Quantitative analysis of the CRAC interactions clearly identified the 102 nt ncRNA Y3 as the largely dominant HuD target. Inspection of the CRAC deletion profiles revealed two binding sites in Y3 that map to loop regions closely positioned in the secondary structure (Teunissen et al., 2000) (Figures 4A and S4A). 

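The deletions on Y3 fell in separate regions. The first region, spanned by 6 windows from nt 21 to 37, held 9097 deletions (40.0% of those summed over the windows of Y3), almost all in UGUUUAC at nt 21 to 27 (chromosome 6, 47781644 to 47781650 of GRCm38), with 8958 deletions in 132201 reads. The second region, spanned by 5 windows from nt 52 to 64, held 13653 deletions (60.0%). Its window with the most, UCUUUGU at nt 57 to 63 (47781680 to 47781686), had 10615 deletions in 247786 reads. Per 1000 covering reads, these windows had 67.8 and 42.8 deletions. Control cells had 19 and 8 deletions at the same windows. A last window at the 3′ end, AGCCUUUU at nt 95 to 102, was covered by 124773 reads but had 17 deletions. Positions are counted from 1 at the 5′ end of the 102-nt Y3 sequence of GENCODE vM21.

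**Figure D2:**
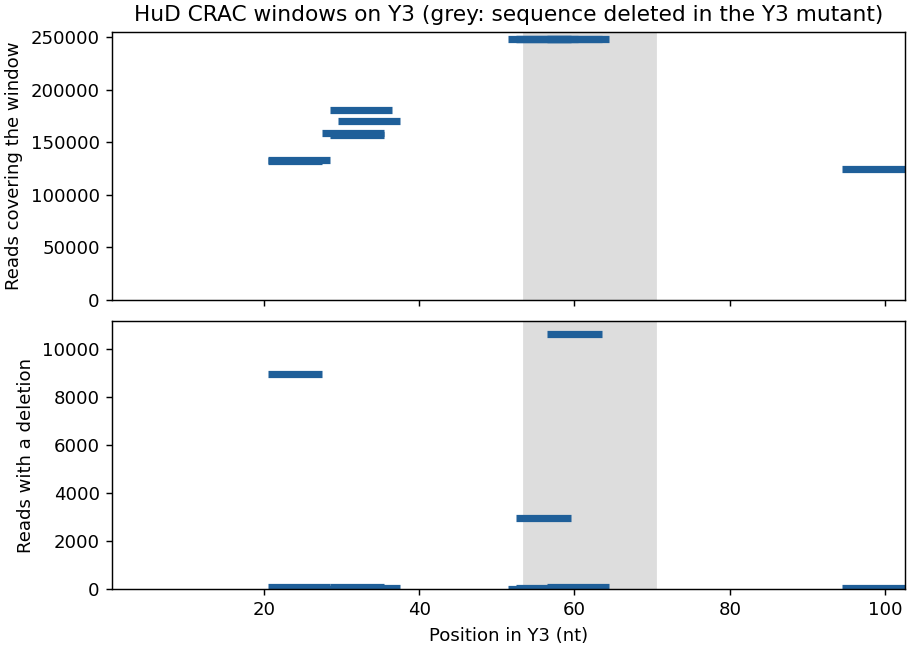
Reads covering each CRAC window on Y3 (upper panel) and reads with a deletion in it (lower panel) in HuD cells, against the position in Y3. Each blue bar spans a window, and the grey band from nt 54 to 70 is the sequence deleted in the Y3 mutant. The highest deletion counts are 8958 and 10615.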

From an analysis of sequence evolutionary conservation, which confirmed previous literature (Farris et al., 1995), we found that the first Y3 HuD binding region (nt 20–25) is markedly less conserved than the second (nt 55–70). Based on this result, we generated a Y3 “deleted” variant by eliminating the conserved HuD binding region (Figure 4A). This variant is unable to interact with HuD, as assessed by RNA pull-down (Figure 4A, lower panel).

**Figure 4:**
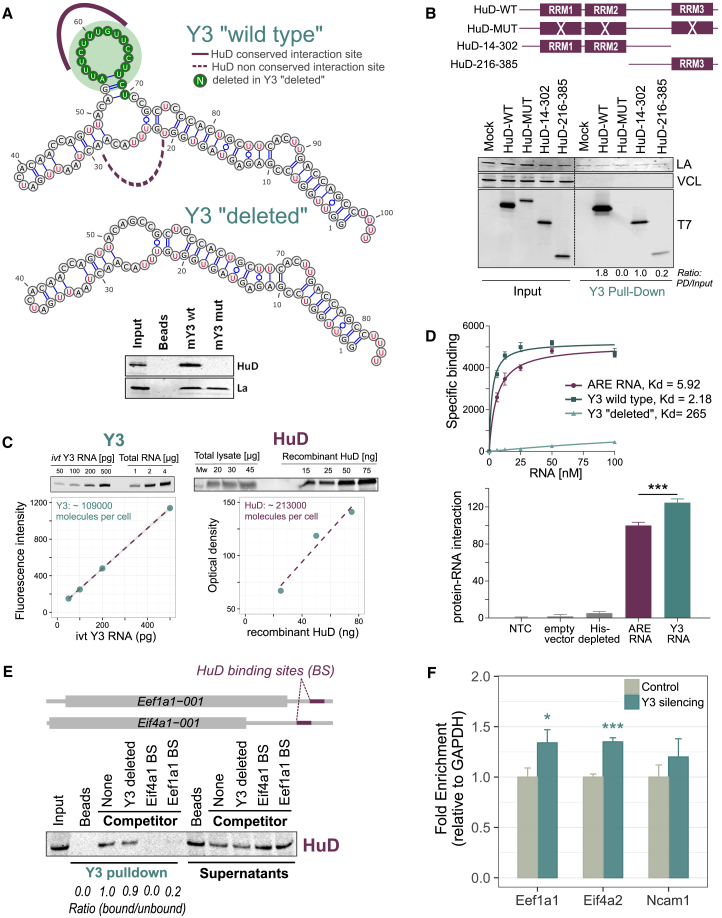
Y3 Competes for HuD Association with Target mRNAs (A) Upper panel: secondary structure of Y3 with HuD interaction sites (visualized with VARNA) based on chemical probing. Center panel: representation of the Y3 “deleted” variant, obtained by eliminating the conserved HuD binding region. Lower panel: His-HA-HuD was induced in NSC-34 cells. Lysates were subjected to RNA pull-downs with biotinylated Y3, followed by immunoblot for HuD and La proteins. Either the wild-type Y3 sequence or the mutant that lacks the HuD binding site was used. (B) Y3 RNA-pull-down showing that HuD interacts with Y3 by the RRM domains, mainly RRM1 and RRM2. (C) Quantification of Y3 and HuD molecule number in NSC-34 cells. The estimated molecule number was calculated by means of a calibration plot generated by known amounts of standards, i.e., *in vitro*-transcribed (ivt) Y3 RNA and recombinant HuD, respectively. (D) Upper panel: saturation binding curves of recombinant HuD protein as function of increasing amount of RNA probes. Kd values were obtained by non-linear regression analysis. Three independent experiments were performed. Lower panel: AlphaScreen assay using ARE and Y3 RNA probes with lysates of NSC-34 cells expressing HuD protein. Two independent experiments were performed at the hooking point with 50 nM of RNA probes. (E) HuD was induced in NSC-34 cells. Lysates were prepared and RNA pull-downs with biotinylated Y3 were conducted either without (none) or with competitor RNAs included in the extract (7× molar excess). (F) RIP assay of HuD binding to Eef1a1, Eif4a2, and Ncam1 mRNAs after Y3 silencing; data were normalized to Gapdh mRNA levels in each IP. In (D) and (F), data are represented as mean ± SEM t test ∗p < 0.05 and ∗∗∗p < 0.001. See also Figure S4.

Similarly, we determined the region of HuD involved in Y3 binding. We transfected NSC-34 cells with four different HuD constructs (Fukao et al., 2009): (1) wild-type (WT); (2) HuD-MUT, lacking any RNA-binding activity; (3) HuD-14-302, lacking RRM3, the HuD RNA binding domain proposed to bind the poly(A); and (4) HuD-216-385, lacking the RNA binding domains RRM1 and RRM2. By Y3 pull-down, we found that the HuD RRM domains are necessary for the interaction with Y3, with a stronger contribution of the first and the second RRMs (Figure 4B).

After having established the molecular details of the HuD/Y3 interaction, we investigated their relative stoichiometry in cells. Using calibration curves, we estimated that NSC-34 cells contain on average approximately 213,000 molecules of HuD protein and 109,000 molecules of Y3 RNA (see STAR Methods; Figure 4C). If the two HuD binding sites on Y3 were occupied by different HuD molecules, this estimated ratio (1.95) would suggest that Y3 might be able to sequester much or all of the HuD population in standard NSC-34 culture conditions.

To quantitatively characterize the HuD/Y3 interaction, we applied a luminescence proximity assay optimized for protein/RNA interactions (D’Agostino et al., 2013). Biotinylated RNA probes, representing Y3, Y3 lacking the conserved HuD binding site (Y3-deleted) or a strong canonical 27 nt AU-rich sequence element (ARE), were incubated with the recombinant HuD protein. Saturation binding experiments demonstrated a stronger affinity for the Y3 RNA (Kd of 2.1 nM) as compared with the ARE RNA (Kd of 5.9 nM), with no appreciable binding of Y3-deleted (Figure 4D, upper panel). We confirmed these *in vitro* data with lysates from NSC-34 cells transfected with the HuD construct: HuD binding activity to the Y3 probe was enriched of about 30% with respect to the ARE RNA probe (Figure 4D, lower panel).

Due to both its high intracellular levels and its high binding affinity for HuD, Y3 might effectively compete with the HuD mRNA targets, acting as a specific HuD molecular decoy. To test this hypothesis, we evaluated whether Y3 could compete for HuD binding with some of the HuD mRNA targets we had previously validated. We selected two sequences from the 3′ UTRs of the target *Eif4a1* and *Eef1a1* mRNAs, containing HuD binding sites identified by CRAC and matching the size of the Y3 RNA (Figure 4E). Next, we measured the competition for HuD binding between the selected sequences and Y3. As shown in Figure 4E, while Y3-deleted is not able to compete for the HuD/Y3 interaction, the two selected mRNA target sites are able to compete. To confirm the action of Y3 in reducing HuD association with its target mRNAs, HuD was immunoprecipitated from NSC-34 cells with or without prior treatment with siRNAs directed against Y3, and three HuD-associated mRNAs (*Eef1a1*, *Eif4a2*, and *Ncam1*) were quantified. Cells depleted for Y3 showed increased co-precipitation with HuD for all the three targets (Figure 4F). We also verified that Y3 silencing did not affect the mRNA abundance of these targets (Figure S4B).

Finally, we tested whether HuD post-translational modifications such as methylation and phosphorylation could alter HuD binding to Y3 or to the ARE RNA probe, but we were unable to detect significant differences (Figures S4C and S4D).

Collectively, this body of results shows that the Y3 ncRNA sequesters HuD intracellularly and competes efficiently for HuD binding with its target mRNAs.

### Y3 Counteracts the Translation Enhancement Activity of HuD

To assess the functional consequence of HuD sequestration by Y3, we tested whether Y3 modulates the translation enhancement ability exerted by HuD, by depleting Y3 in NSC-34 cells (Figure 5A). Measurement of the TE indicated increased ribosome engagement in active translation (Figure 5A), and this was supported by increased *de novo* protein synthesis following Y3 depletion (Figure 5B). These results indicate that Y3 acts as a general repressor of translation in NSC-34 cells.

**Figure 5:**
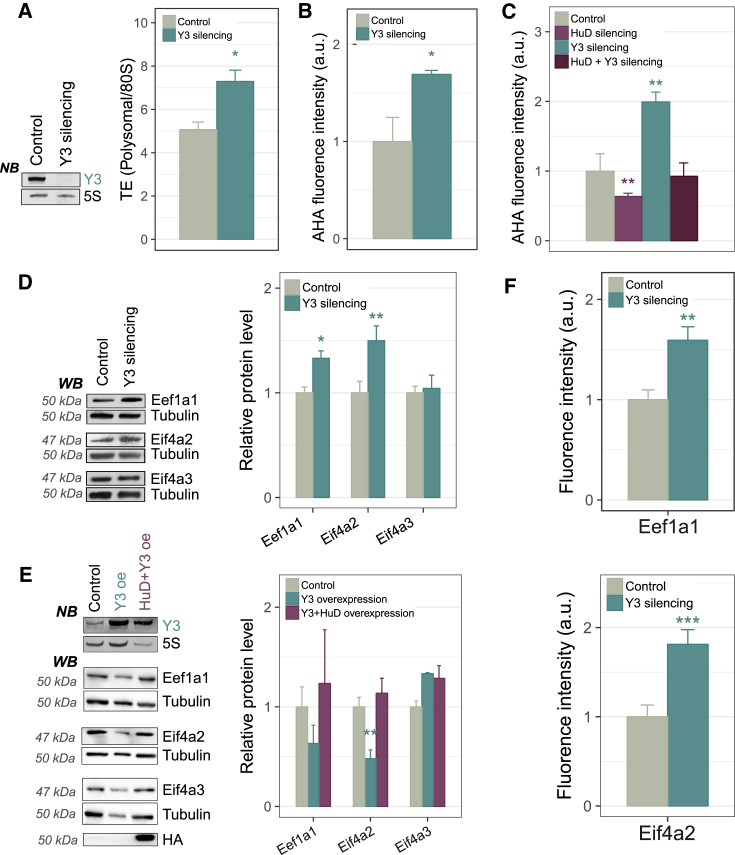
Y3 Modulates HuD Translation Functions (A) Global translation output by sucrose gradient profiles upon Y3 silencing in NSC-34 cells. (B) *De novo* protein synthesis by AHA labeling upon Y3 silencing in NSC-34 cells. (C) AHA labeling experiments in NSC-34 cells depleted for Y3, for HuD, or for both, showing antagonism between Y3 and HuD on protein synthesis. (D) Western blot of HuD targets (Eef1a1 and Eif4a2) and negative controls (Eif4a3) in NSC-34 cells transiently silenced for Y3. Experiments were performed at least in triplicate. (E) Western blot analysis of EEF1A1, EIF4A2, and EIF4A3 levels in HEK293 cells transiently transfected with Y3 plasmid, alone or in combination with HuD vector. Experiments were performed at least in triplicate. (F) Quantification of Eef1a1 and Eif4a2 protein levels in primary motor neurons transfected with an shRNA construct directed against Y3 (sh_Y3) or a control vector (sh_Ctrl) (n = >20 cells/condition). In (A)–(F), data are represented as mean ±SEM t test ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. See also Figures S5 and S6.

To determine the relation between HuD and Y3 in the modulation of translation, we measured *de novo* protein synthesis after the following treatments: (1) HuD silencing by siRNA, (2) Y3 depletion by shRNA expression, and (3) combined silencing of HuD and Y3. Combined Y3 and HuD knockdown partially restored the reduction in protein synthesis observed following HuD knockdown alone (Figure 5C). These data indicate that the impact of HuD silencing on translation is mitigated if HuD sequestration by Y3 is also reduced, presumably due to an increase in the available pool of HuD (Figure 5C). To prove that the Y3 modulatory effect on global translation is mediated by the altered expression of HuD targets, we depleted Y3 in NSC-34 cells and assessed the protein levels of Eef1a1, Eif4a2 and the negative control Eif4a3. We observed a significant increase for both HuD targets, but not Eif4a3 (Figure 5D). We also tested the proposed molecular competition between Y3 and HuD on the translation of specific HuD targets by ectopic expression in HEK293 cells (Figure 5E). Overexpression of Y3 was associated with a specific decrease in the protein levels of Eef1a1 and Eif4a2, whereas no change was observed for Eif4a3. Co-expression of HuD restored protein expression of Eef1a1 and Eif4a2 to control levels.

To confirm that these effects are due to the HuD/Y3 interaction, we co-transfected HEK293 cells with HuD and wild-type Y3 RNA or Y3-deleted RNA. While overexpression of HuD combined with the Y3-deleted RNA leads to an increase of the Eef1a1 and Eif4a2 targets, the effect is reduced upon HuD overexpression together with the wild-type Y3 (Figure S5B). We further confirmed the ability of Y3 to prevent the translation of HuD target mRNAs using the human ovarian cancer cell line ES2. We took advantage of the fact that the interaction of the Y RNA with their major binding protein, the Ro60 autoantigen, is needed to avoid Y RNA degradation (Xue et al., 2003). We knocked out Ro60 by CRISPR/Cas9-based genome editing, obtaining two different Ro60-depleted cell clones. These clones had, as expected, much less Y3 RNA. Next, we rescued Ro60 expression in these clones. The ability of HuD to enhance the expression of its targets was conserved in ES2 cells, once more demonstrating that HuD exerts translational enhancement in neural cells. When Y3 was indirectly depleted by Ro60 knockout, the effect of HuD on translation was enhanced, and again reduced upon Ro60 rescue (Figure S5A).

We then verified if the functional interaction between HuD and Y3 was also present in mouse primary embryonic motor neurons (MNs). As previously reported (Fallini et al., 2011), HuD displays a distinctive granular pattern of localization in MNs (Figures S6A and S6B). Notably, primary MNs have high levels of endogenous Y3, mainly localized to the axonal compartment (Figures S6C and S6D). To test the effect of Y3 depletion on HuD targets, we performed transfection with either an shRNA vector targeting Y3 (shY3) or the empty control. We preliminarily tested the silencing efficiency of the shY3 vector (Figure S6E). Compared to control cells, shY3-treated MNs showed a significant increase in Eef1a1 and Eif4a2 protein levels, recapitulating the functional data obtained in NSC-34 cells (Figures 5F and S6F).

Collectively, these results show that Y3 counteracts the activity of HuD as a translation enhancer.

### Y3 Sequesters HuD from the Polysomal Compartment

HuD can dynamically associate with polysomes (Bolognani et al., 2004). To determine whether Y3 can modulate HuD engagement on polysomes, we produced a co-sedimentation profile of HuD along an entire sucrose gradient in NSC-34 cells treated or not with Y3 siRNAs (Figure 6A). We found that HuD significantly moves from the subpolysomal RNP compartment to the polysomal one upon Y3 depletion (Figures 6A and 6B). Y3 silencing does not instead affect the localization of the ribosomal proteins RPS6 and RPL26, used as negative controls (Figures 6A and 6B). Moreover, we excluded the possibility that the enhanced association of HuD with polysomes was due to HuD increased expression after Y3 silencing, since HuD and Y3 do not mutually influence their abundance (Figures S7A–S7D). To corroborate these results at the level of single HuD target transcripts, we also monitored the changes in the localization of an HuD target mRNA along the sucrose gradient upon Y3 depletion. We chose Eif4a2 because it is one of the transcripts more heavily modulated by HuD and particularly affected by Y3 competition (Figure 6C), and because it is also the major form of eIF4A in neurons according to human expression databases and literature (Hornburg et al., 2014). Upon Y3 depletion, we observed a relevant increase in the *Eif4a2* mRNA polysomal localization (Figure 6C, top left panel), consistent with the increased polysomal localization of the HuD protein. Y3 silencing instead has minor or no effects on the localization of the *Eif4a3*, *18S*, and *Gapdh* RNAs, used as negative controls (Figure 6C).

**Figure 6:**
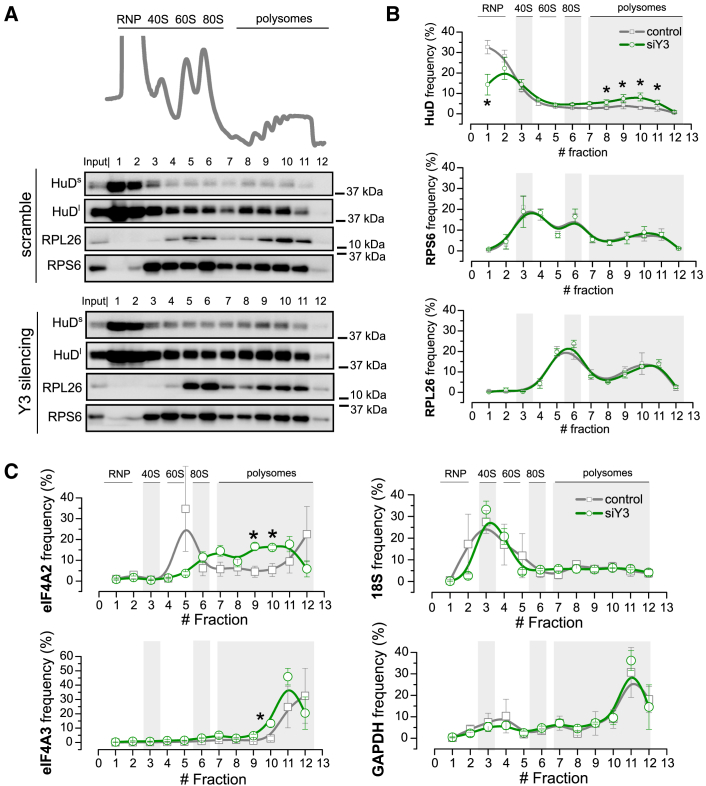
Y3 Reduces the Association with Polysomes of HuD and HuD mRNA Targets (A) Example of sucrose gradient absorbance profile of NSC-34 cells treated with the scramble for siY3 (control cells, upper panel). The first peak contains free cytosolic light components (RNPs); the following peaks include the ribosomal subunits (40S and 60S) and not translating monosomes (80S). The peaks sedimenting at higher sucrose concentrations represent polysomes. In the lower panels, the co-sedimentation profiles of HuD (at short and long exposure time, HuDs and HuDl, respectively), RPL26 and RPS6 are shown under the corresponding sucrose gradient fractions for both the control (scramble, upper panels) and siY3 (lower panels). (B) Semiquantitative analysis of HuD, RPL26, and RPS6 relative protein levels along the sucrose gradient fractions of control (gray lines) and siY3 (green lines) are shown as the mean values obtained from three independent experiments (n = 3). (C) Semiquantitative analysis of Eif4a2, Eif4a3, 18S, and Gapdh relative transcript levels along the sucrose gradient fractions of control (gray lines) and Y3-depleted (green lines) cells are shown as the mean values obtained from three independent experiments (n = 3). Data are represented as mean ± SEM t test ∗p < 0.05. See also Figure S7.

These evidences, in combination with the specific localization of Y3 within the cytosolic RNP compartment and its absence from polysomes (Figure S7E), strongly support a role for Y3 in sequestering HuD away from polysomes and from its target mRNAs, preventing their translation.

### Y3 Blocks the Function of HuD in Neuronal Differentiation

Given the established role of HuD in promoting neuronal differentiation during mammalian development, it seemed possible that a developmentally regulated switch in the HuD/Y3 ratio might control HuD availability for activity on mRNA targets, thus boosting neuronal differentiation in a specific temporal window. We analyzed changes in HuD and Y3 levels and ratio during neuronal development by converting mouse embryonic stem cells (mESCs) into neurons (Ying et al., 2003). We measured HuD and Y3 levels at three different stages of the differentiation procedure: mESC (D0), neural progenitors (D7), and early neurons (D10). We observed a progressive increase in levels of both Y3 and HuD during this process, but with different kinetics (Figure 7A). Y3 showed a substantial increase at the neural progenitor stage (2.5-fold at D7 relative to D0) but then showed only a modest further increase (3-fold at D10 relative to D0). In contrast, HuD exhibited a 5-fold increase at the neural progenitor stage (D7) and a 10-fold increase at the early neuron stage (D10). These results predict that a strong reduction in HuD sequestration by Y3 at the neurogenic stage *in vivo* allows HuD to progressively drive neuronal differentiation.

**Figure 7:**
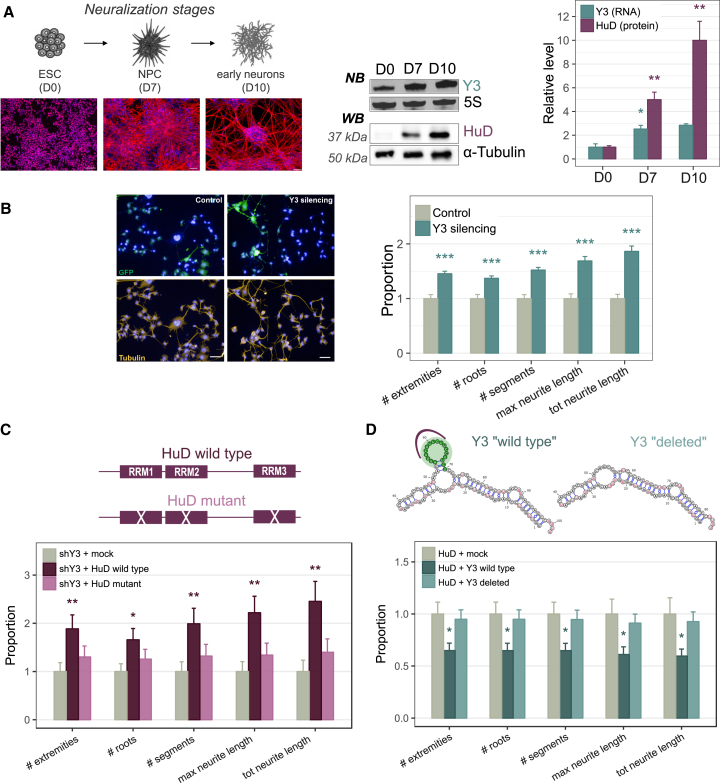
Y3 Counteracts HuD-Induced Neurogenesis (A) Differentiating ESCs cultures assayed for Y3 and HuD expression levels by Northern blot and western blot, respectively. Cultures were immunostained for stage-specific markers: Oct4 (ESCs; red), Nestin (NPCs; red), and beta3-tubulin (early neurons; red); the scale bar corresponds to 75 μm. Relative quantification of Y3 and HuD levels are shown (right). (B) Differentiated NSC-34 cells (control or silenced for Y3) immunostained with anti-tubulin antibody (yellow) to detect neurites (left panel); GFP (green) identified transfected cells subjected to high content analysis; the scale bar corresponds to 100 μm. Multiple parameters were analyzed using Operetta HCS device (right panel). (C) Differentiation assay in control Y3 silenced cells, Y3 silenced cells transfected with wild-type HuD or with mutant HuD. A schematic representation of HuD constructs used in the experiment is provided. (D) PC12 cells were co-transfected with HA-tagged HuD and mock or Y3 WT or Y3 “deleted” vectors. Co-transfected cells were immunostained with anti-HA antibody, and the neurites were stained for tubulin. In (A)–(D), data are represented as mean ± SEM t test ∗p < 0.05, ∗∗p < 0.01 and ∗∗∗p < 0.001.

To directly test for a negative role for Y3 in neuronal differentiation, we induced shY3 expression under differentiation conditions in NSC-34 cells. Y3 depletion significantly increased neurite outgrowth in comparison to control cells (Figure 7B). To demonstrate that this effect is specifically mediated by the HuD/Y3 interaction, we first transfected NSC-34 cells with either the wild-type HuD construct or the mutated version unable to bind the Y3 RNA, after Y3 silencing and in differentiation conditions. As shown in Figure 7C, wild-type HuD enhanced neuronal differentiation in Y3-depleted cells, while mutant HuD lost this function. To further support this finding, we co-transfected the HuD vector with either wild-type Y3 or Y3-deleted vectors into PC12 cells upon nerve growth factor (NGF) stimulation. Overexpression of wild-type Y3 resulted in a reduced neurite extension in HuD transfected cells, while Y3-deleted, incapable of binding HuD, had no effect (Figure 7D).

These results show that Y3 effectively counteracts HuD-induced neuronal differentiation, and the increase of the HuD/Y3 ratio is a proposed way to trigger this program during differentiation.

## Discussion

The crucial role of HuD in motor neuron plasticity and axon regeneration (Akamatsu et al., 2005, Anderson et al., 2003, Deschênes-Furry et al., 2007) prompted us to set-up a method providing a nucleotide-resolution map of HuD binding in motor neuron-like cells. Our CRAC analysis showed that HuD is prevalently a 3′ UTR binding protein (92% of binding sites) in the coding transcriptome (Figure 2B). Functional analysis of the HuD interactome revealed, together with the strong neuronal differentiation signature, an unexpected functional enrichment related to translation. HuD resulted to bind up to 80 mRNAs of genes encoding for core components of the translational machinery (Figure 2A). The only available evidence of an action of HuD on global translation comes from (Fukao et al., 2009), demonstrating the binding of HuD to eIF4A1, which results in translation stimulation of a reporter luciferase mRNA in HeLa extracts. Interestingly, in their study the presence of the HuD binding site on the reporter construct does not influence translational stimulation, suggesting that indirect effects could be involved. We show for the first time a strong stimulation of HuD on global translation in motor neuron cells, assessed by increase in polysome formation and *de novo* protein synthesis (Figures 2C–2E). This global translation enhancement could be at least partially mediated by the direct effect of HuD on the elongation factors Eef1a1 and initiation factors Eif4a1 and Eif4a2 (Figure 2H). Increased availability of the helicase proteins and the induced HuD overexpression could favor the formation of more HuD/eIF4A complexes (Fukao et al., 2009, Fukao et al., 2014), generating a positive feedback loop.

To our knowledge, such an extent of translational stimulation in mammalian cells is only possible by the engagement of the mTORC1 pathway, which mainly targets TOP and TOP-like mRNAs (Hsieh et al., 2012, Meyuhas and Kahan, 2015, Thoreen et al., 2012). Therefore, we checked the degree of coincidence between mTOR responsive genes and HuD targets, clearly demonstrating the high overlap among these lists (Figure 2G).

The mTORC1 pathway assures neuronal activity by promoting differentiation and synaptogenesis. Similarly to the HuD-induced phenotype in neurons (Figures S3C–S3E), the control of protein synthesis through mTORC1 is also essential for axonogenesis and dendritogenesis (Takei and Nawa, 2014). Therefore, we wondered if the newly found HuD control of global translation could act through stimulation of the mTORC1 pathway itself or instead follow an independent route. The multiple experiments we performed to resolve this issue (Figures 3A–3E) consistently favored the second possibility, showing that suppression of the mTORC1 translational burst can be rescued by HuD overexpression. Moreover, mRNAs respond to HuD with increased translation irrespective of the sequence at the 5′ end. We believe that this is the first demonstrated control of mTORC1-responsive mRNAs spatially segregated from the mRNA 5′ end. Indeed, while very recent evidences have indicated that the translation of TOP mRNAs is regulated to their 5′ terminal through the competitive binding between eIF4F, controlled by mTORC1 via 4E-BP proteins, and LARP1 (Philippe et al., 2018), we found that HuD exerts its function through the binding of the TOP or TOP-like mRNAs at the 3′ UTR.

These results can be interpreted in terms of a synthetic interaction in motor neurons between the mTORC1 pathway and HuD. We could hypothesize the existence of two independent and redundant triggers of the translational machinery, targeting two spatially segregated portions of the same mRNAs through a fail-safe mechanism to assure the correct translational output in highly polarized cells.

A second unexpected finding from our collection of HuD RNA interactions is the specific and extensive association with the Y3 RNA. Y RNAs are a conserved family of abundant small non-coding RNAs (ncRNA), 100 nt long on average. Although Y RNAs have been known for more than three decades, their cellular functions in vertebrates remain elusive. Using a pan-nELAV antiserum for CLIP analysis in human brain tissue, Scheckel et al. (2016) recently reported the first evidence of nELAV binding with 320 different Y sequences. So many different interactors are likely due to the existence of 1,000 Y retropseudogenes in the human genome (Perreault et al., 2005). The cumulative Y/nELAV binding increased in Alzheimer’s disease brains and in UV-stressed neuroblastoma cells (Scheckel et al., 2016). Our data in murine motor neuron-like cells and with the specific nELAV HuD are instead in favor of a very specific interaction with the Y3 RNA, fitting the sequence consensus we found for HuD binding (Figures 4A and 4B). This high selectivity could have been favored also by the existence in the mouse genome of only 60 Y retropseudogenes, diverged in sequence from the two canonical Y RNA genes (Perreault et al., 2007).

Surprisingly, the extent of association between HuD and Y3 in our culture conditions is higher than the cumulative association of the other 1,304 coding and 130 non-coding RNAs. Considering our estimation of the number of HuD and Y3 molecules per cell (Figure 4C), in our conditions the majority of the expressed Y3 RNA could be associated to HuD. This is also supported by the higher affinity of HuD for Y3 with respect to a strong, ARE-containing HuD binding RNA (Figure 4D). This evidence is instrumental to the hypothesis that Y3 could efficiently modulate HuD in its function as translational enhancer. The subsequent set of experiments convinced us that Y3 negatively affects HuD translational activity by efficiently sequestering it from the translational compartment. In fact, Y3 is completely absent from polysomes and localizes within the cytosolic RNP compartment (Figure S7E). Consistently, Y3 silencing improved the association between HuD and its target mRNAs (Figures 4E and 4F) and increased the polysomal localization of HuD (Figures 6A and 6B). On the functional side, Y3 depletion increased HuD ability to boost translation and effectively rescued HuD depletion (Figures 5A–C5). Similarly, HuD rescued transcript-specific translation when overexpressed in combination with Y3 (Figures 5E and S5).

Finally, we observed a variation of HuD/Y3 level ratio during neural mouse embryo stem cells differentiation (Figures 7A and 7B), and we demonstrated that neuronal differentiation can be specifically modulated by the HuD-Y3 interaction (Figures 7C and 7D). We therefore suggest that a developmentally regulated switch in the HuD/Y3 ratio *in vivo* may induce release of active HuD, thus boosting neuronal differentiation in a specific temporal window. Interestingly, we also report a localization enrichment of Y3 in primary motor neuron processes, mainly in the axons (Figure S6). HuD has been described to localize in axons and dendrites and to actively associate with polysomes upon depolarization (Tiruchinapalli et al., 2008). Therefore, the formation of a HuD/Y3 RNP could contribute to HuD silencing during neuritic transport, triggering translation in neuron microdomains following specific stimuli.

Our description of an efficient decoy activity on HuD function by Y3 suggests a new role for the Y ncRNAs, which could extend to other RBPs binding the loop region. The concept of competing endogenous RNAs (Tay et al., 2014) is well established, and applies mostly to microRNAs sequestered from target mRNAs. Functional sequestration of RBPs has been described for some lncRNAs such as cyrano, which sequesters the HuD paralog HuR (Kim et al., 2016), previously shown by us to associate to Y3 (Köhn et al., 2015). Functions of the ELAV RBPs could therefore be controlled by an extensive network of small and long ncRNAs in different cell types.

In conclusion, our work introduces a novel key function for HuD which could be exploited for therapeutic purposes. Limiting to motor neuron diseases, in SMA mice increased mTORC1 signaling by downregulation of its negative controller PTEN (Ning et al., 2010) rescues axonal defects and improves survival. For these reasons, attempts aimed at stimulating the mTORC1 pathway could have therapeutic potential for degenerating motor neurons. We report here a new activity of HuD as an mTORC1-independent global translational enhancer. This activity offers a window of therapeutic opportunity, which becomes even more interesting when considering the high modulation of HuD function exerted by the Y3 ncRNA.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-MAP2	Sigma Aldrich	Catalog number M4403; RRID: AB_477193
Rabbit polyclonal anti-TAU	Synaptic System	Catalog number 314 002; RRID: AB_993042
Mouse monoclonal anti-SMI32	Abcam	Catalog number ab7795; RRID: AB_306084
Rabbit polyclonal anti-MNX1 (HB9)	Merck Millipore	Catalog number ABN174; RRID: AB_2732012
Mouse monoclonal anti-HUD (E-1)	Santa Cruz Biotechnology	Catalog number sc-28299; RRID: AB_627765
Mouse monoclonal Anti-β-Tubulin III	Sigma Aldrich	Catalog number T8578; RRID: AB_1841228
Mouse monoclonal anti-eEF1A1, clone CBP-KK1	Merck Millipore	Catalog number 05-235; RRID: AB_309663
Rabbit polyclonal anti eIF4A2	Abcam	Catalog number ab31218; RRID: AB_732123
Rabbit polyclonal anti-PABP	Abcam	Catalog number ab21060; RRID: AB_777008
Mouse monoclonal anti-DCP1A	Abcam	Catalog number ab57654; RRID: AB_942144
Mouse monoclonal Anti-TIA-1	Santa Cruz Biotechnology	Catalog number sc-166247; RRID: AB_2201545
Mouse monoclonal anti-Oct4 (C-10)	Santa Cruz Biotechnology	Catalog number sc-5279; RRID: AB_628051
Mouse monoclonal anti-Nestin, (clone rat-401)	Merck Millipore	Catalog number MAB353; RRID: AB_94911
Mouse monoclonal anti-β-Tubulin III	Promega	Catalog number G712A
Goat anti-Rabbit IgG (H+L) polyclonal, Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Catalog number A-11008; RRID: AB_143165
Goat anti-Rabbit IgG (H+L) polyclonal, Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Catalog number A-11012; RRID: AB_2534079
F(ab)2-Goat anti-Mouse IgG (H+L) polyclonal, Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Catalog number A-11017; RRID: AB_2534084
F(ab)2-Goat anti-Mouse IgG (H+L) polyclonal, Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Catalog number A-11020; RRID: AB_2534087
Donkey anti-Rabbit IgG (H+L) polyclonal, Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Catalog number A-21206; RRID: AB_2535792
Donkey anti-Goat IgG (H+L) polyclonal, preadsorbed Secondary Antibody, Alexa Fluor 594	Abcam	Catalog number ab150136
mouse monoclonal anti-β-tubulin (3F3-G2)	Santa Cruz Biotechnology	Catalog number sc-53140; RRID: AB_793543
Rabbit polyclonal anti-HA	Bethyl laboratories	Catalog number A190-108A; RRID: AB_67465
Rabbit polyclonal anti-eIF4A1	Abcam	Catalog number ab31217; RRID: AB_732122
Rabbit anti-eIF4A3	Home made by Prof. Macchi’s Lab	
Rabbit polyclonal anti-eEF1A1	Sigma Aldrich	Catalog number SAB2108050
Rabbit polyclonal anti-PABPC1	Sigma Aldrich	Catalog number SAB2101708; RRID: AB_10604467
Rabbit polyclonal anti-Rpl26	Abcam	Catalog number ab59567; RRID: AB_945306
Rabbit monoclonal anti-S6	Cell Signaling Technology	Catalog number 2217; RRID: AB_331355

**Bacterial and Virus Strains**		

XL1 Blue	Stratagene	Catalog number 200249
DH5alpha	This study	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Doxycycline	Sigma-Aldrich	Catalog number A3656
Torin1	EMD MILLIPORE	Catalog number 475991
Sodium arsenite solution	EMD MILLIPORE	Catalog number 1.06277
Cycloheximide (CHX)	Sigma-Aldrich	Catalog number C7698
Phorbol 12-myristate 13-acetate (PMA)	Sigma-Aldrich	Catalog number P8139
Dimethyl Sulfoxide (DMSO)	Fisher Scientific	Catalog number BP2311
NGF	Sigma-Aldrich	Catalog number N6009
GDNF	Peprotec	Catalog number 450-44-10
CNTF	Peprotec	Catalog number 450-13-10
BDNF	Peprotec	Catalog number 450-02-10
Collagen type IV	Sigma-Aldrich	Catalog number C5533
Laminin Mouse Protein, Natural	Thermo Fisher Scientific	Catalog number 23017015
Lectin Sigma L9640	Sigma-Aldrich	Catalog number L9640
Poly-DL-ornithine hydrobromide	Sigma-Aldrich	Catalog number P8638
Recombinant His-HuD protein	This study	N/A

**Critical Commercial Assays**		

Pierce Anti-HA Magnetic Beads	Thermo Fisher Scientific	Catalog number 88836
IBA Lifesciences Ni-NTA Superflow	Fisher Scientific	Catalog number 2-3206-025
Pierce Anti-HA Agarose Beads	Thermo Fisher Scientific	Catalog number 26181
Streptavidin MyOne T1 beads	Thermo Fisher Scientific	Catalog number 65601
ECL Prime Western Blotting System GE Healthcare	Sigma-Aldrich	Catalog number GERPN2232
Bradford Reagent	Sigma-Aldrich	Catalog number B6916
Lipofectamine RNAiMAX Reagent	Thermo Fisher Scientific	Catalog number 13778030
Lipofectamine 2000	Thermo Fisher Scientific	Catalog number 11668027
Dual-Glo Luciferase Assay System	Promega	Catalog number E2920
Retinoic acid	Sigma-Aldrich	Catalog number R2625
Click-iT AHA Alexa Fluor Protein Synthesis HCS Assay	Thermo Fisher Scientific	Catalog number C10289
Hoechst 33342	Thermo Fisher Scientific	Catalog number 62249
Starting Kit: Magnetic Plate + NeuroMag 200 μL	OZ Bioscience	Catalog number KC30800
AlphaScreen HA (Hemagglutinin) Detection Kit	PerkinElmer	Catalog number 6760612C
TruSeq Stranded mRNA Library Prep	Illumina	Catalog number 20020594
TruSeq Targeted RNA Custom Panel Kit	Illumina	Catalog number RT-101-1001
QuantSeq 3′ mRNA-Seq Library Prep Kit REV	Lexogen	Catalog number 016.24
iScriptcDNA synthesis kit	Biorad	Catalog number 1708891
KAPA SYBR FAST Universal 2X qPCR Master Mix	Kapa Biosystems	Catalog number KK4601 – 07959389001

**Deposited Data**		

Raw Imaging files	This study, Mendeley Data	https://doi.org/10.17632/p34w7w78hy.1
Sequence files	This study, GEO GSE115490	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115490
Reference mouse genome annotation Gencode M6	Gencode	https://www.gencodegenes.org/mouse_releases/6.html

**Experimental Models: Cell Lines**		

*H. sapiens*: HEK293T	Quattrone A. Lab (CIBIO)	RRID: CVCL_0045
*M. musculus:* NSC34	Tebu-bio	RRID: CVCL_D356
*M. musculus:* NSC-34-Trex	This study	N/A
*M. musculus:* NSC-34-HuD	This study	N/A
*M. musculus:* NSC-34-shHuD	This study	N/A
*R. norvegicus:* PC12	Quattrone A.Lab (CIBIO)	RRID: CVCL_0481
*M. musculus:* 46C ES	Conti L. Lab (CIBIO)	RRID: CVCL_Y482
*H. sapiens*: CRISPR Knockout Ro60 ES2, Clone 1	Huettelmaier S. Lab	N/A
*H. sapiens*: CRISPR Knockout Ro60 ES2, Clone 1	Huettelmaier S. Lab	N/A
Experimental Models: Organisms/Strains		
C57BL/6J mice	The Jackson Laboratory	Catalog number 000664; RRID: IMSR_JAX:000664

**Oligonucleotides**		

See Table S2 for complete list of primers used for qPCR analysis and barcodes used for CRAC	This study	N/A
Y3 siRNA AACUAAUUGAUCACAACCAGU	Köhn et al., 2015	N/A
Ctrl siRNA AGGUAGUGUAAUCGCCUUG	This study	N/A
HuD siRNA	Santa Cruz Biotechnology	Catalog number sc-37836
Control siRNA	Santa Cruz Biotechnology	Catalog number sc-37007
Y1 Northern Blot probe, ATAACTCACTACCTTCGGA CCAGCC	Köhn et al., 2015	N/A
Y3 Northern Blot probe, CTGTAACTGGTTGTGATCA ATTAGT	Köhn et al., 2015	N/A
Biotinylated ARE RNA AUUAUUUAUUAUUUAUUUA UUAUUUA	This study	N/A
Biotinylated mY1 RNA, GGCTGGTCCGAAGGTAGTG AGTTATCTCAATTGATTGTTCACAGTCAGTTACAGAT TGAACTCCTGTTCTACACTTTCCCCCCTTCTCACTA CTGCACTTGACTAGTCTTTT	Köhn et al., 2015	N/A
Biotinylated mY3 RNA, GGTTGGTCCGAGAGTAGTG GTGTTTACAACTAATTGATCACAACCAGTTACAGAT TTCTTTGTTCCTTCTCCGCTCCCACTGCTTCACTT GACCAGCCTTTT	Köhn et al., 2015	N/A
Biotinylated hY4 RNA, GGCTGGTCCGATGGTAGTG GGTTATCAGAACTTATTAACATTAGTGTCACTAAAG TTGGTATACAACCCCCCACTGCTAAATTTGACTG GCTTTTT	Köhn et al., 2015	N/A

**Recombinant DNA**		

pCMV6-AN-His-HA	Origene	Catalog number PS100017
pCMV6-His-HA-HuD	This study	N/A
pCMV6-His-HA-HuD (R248K)	This study	N/A
pLenti CMV/TO His-HA-HuD	This study	N/A
pGEM-T-Y3wt	Köhn et al., 2015	N/A
pGEM-T-Y3mut (mutant lacking the HuD binding motif)	This study	N/A
pT7-HuD-WT	Fukao et al., 2009	N/A
pT7-HuD-MUT(mutant lacking any RNA-binding activity	Fukao et al., 2009	N/A
pT7-HuD-14-302	Fukao et al., 2009	N/A
pT7-HuD-216-385	Fukao et al., 2009	N/A
pIS*1*-Eef25UTR-TOPwt	Thoreen et al., 2012, A	Addgene Plasmid, Catalog number 38235
pIS1-Eef25UTR-TOPmut	Thoreen et al., 2012, A	Addgene Plasmid, Catalog number 38236
pIS*1*-Eef25UTR-TOPwt-3′UTR Eef1a1	This study	N/A
pIS1-Eef25UTR-TOPmut-3′UTR Eif4a3	This study	N/A
pIS*1*-Eef25UTR-TOPwt-3′UTR Eef1a1	This study	N/A
pIS1-Eef25UTR-TOPmut-3′UTR Eif4a3	This study	N/A
pHuD-GFP vector	Fallini et al., 2011	N/A
pshHuD	This study	N/A
pshY3	This study	N/A
pCDNA-SBP-HuD	This study	N/A

**Software and Algorithms**		

Prism	GraphPad, v5	https://www.graphpad.com/
Harmony software version 4.1	PerkinElmer	N/A
ImageJ software version 1.43u	NIH	https://imagej.nih.gov/ij/
Microscope Software Zen 2012 (Blue Edition)	Zeiss	https://www.zeiss.com/
Adobe Photoshop 7.0	Adobe Systems Incorporated	https://www.adobe.com/products/photoshop.html
hyb	https://github.com/gkudla/hyb	N/A
Tophat (version 2.0.14)	http://ccb.jhu.edu/software/tophat/index.shtml	N/A
R	https://www.r-project.org/	N/A
STAR (version 2.5.3a)	https://github.com/alexdobin/STAR	N/A
Bioconductor	https://www.bioconductor.org/	N/A
enrichR	http://amp.pharm.mssm.edu/Enrichr/	N/A

**Other**		

Stratalinker UV crosslinker 1800	Stratagene	N/A
UA-6 UV/VIS detector	Teledyne Isco	N/A
High Content Screening System Operetta	PerkinElmer	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Alessandro Quattrone ().

### Experimental Model and Subject Details

#### Cell culture

NSC-34 is a murine hybrid cell line produced by fusion of mouse neuroblastoma cells with motoneuron-enriched embryonic spinal cord cells. NSC-34 cells were grown in DMEM medium with 10% FBS, 100 U/ml penicillin streptomycin and 0.01 mM L-glutamine (all medium ingredients were obtained from GIBCO). Human embryonic kidney HEK293 and human carcinoma (ES-2) cell lines were cultured in the same media and conditions. PC12 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 5% horse serum, 100 U/ml penicillin streptomycin and 0.01 mM L-glutamine.

Mouse 46C ESCs (Ying et al., 2003) were maintained in Glasgow Minimal Essential medium (Sigma) supplemented with 10% heat-inactivated fetal bovine serum (EuroClone), 100 μM non-essential amino acids (Thermo Fisher), 1 mM sodium pyruvate (Thermo Fisher), 2 mM L-glutamine (Thermo Fisher), 100 U ml−1 penicillin (EuroClone), 100 μg ml−1 streptomycin (EuroClone), 1 mM β-mercaptoethanol (Thermo Fisher) and 1,000 U ml−1 murine leukemia inhibitor factor (ESGRO, Millipore) in gelatinized tissue culture flasks. Cells were passaged every 2-3 days after dissociation with 0.05% trypsin-EDTA (Thermo Fisher).

Primary motor neurons were isolated from embryonic mouse spinal cord. Lumbar spinal cord tissues were carefully dissected under microscopy, dissociated in trypsin and transfer in a lectin-coated plate. Lectin has been shown to specifically bind to p75^NTR^ helping motorneurons enrichment. After washing, the cells were resuspended in neurobasal medium supplemented with 1% GlutaMAX, 2% B27 supplement, 5% horse serum and neurotrophic factors (BDNF, GDNF and CTNF at 10 ng/ml), and plated on PORN-H/laminin-coated plates. These mice-related activities were authorized by the Institutional Review Board of the University of Trento.

All cultures were grown at 37°C in a 5% CO_2_ incubator.

### Method Details

#### Plasmids

To generate pCMV6-HIS-HA-HuD plasmid, the cDNA sequence of human HuD was amplified from SK-N-BE(2) neuroblastoma cell line using the following primers containing Sgf I and Mlu I restriction sites:

Fw HuD 5′-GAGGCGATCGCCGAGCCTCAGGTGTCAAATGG-3′

Rv HuD 5′-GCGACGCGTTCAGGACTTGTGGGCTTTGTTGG-3′

The amplified fragment was digested with Sgfi and MluI enzymes and cloned into the same sites of pCMV6-AN-His-HA vector, that contains an amino-terminal polyhistidine (His) tag and an hemagglutinin (HA) epitope (PS100017, OriGene, Rockville, MD). Site-directed mutagenesis was used to create an “unmethylatable” form of HuD. Briefly, pHA-HuD vector was used as PCR-template to generate a mutant of HuD, replacing the arginine at position 248 with a lysine (R248K). The primers containing the mutation are listed as follows:

R248K: (F) 5′-CCACCAGGCTCAGAAGTTCAGGCTGGACA-3′ and

(R) 5′-TGTCCAGCCTGAACTTCTGAGCCTGGTGG-3′;

To generate a lentiviral vector expressing tagged HuD, His-Ha-HuD was excised from pCMV6-AN-His-HA using BamHI and XhoI enzymes and subcloned in the same sites of pENTR-DsRed2 N1 (CMB1) vector. This plasmid was then recombined into pLenti CMV/TO Puro DEST (670-1, Addgene) destination vector using the Gateway system (Life technologies).

For HuD knockdown, the following oligonucleotides were synthesized and annealed:

5′-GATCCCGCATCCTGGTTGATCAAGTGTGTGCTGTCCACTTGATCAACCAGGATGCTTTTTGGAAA-3′;

5′-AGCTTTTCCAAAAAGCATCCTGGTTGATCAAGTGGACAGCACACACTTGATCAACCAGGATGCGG-3′.

Annealed fragments were ligated into the BglII and HindIII sites of pENTR/pSUPER+ (Addgene 575-1) and transferred into pCMV-GFP-DEST (Addgene 736-1), taking advantage of Gateway technology.

For knockdowns of Y3 by shRNAs, the following oligonucleotides were used:

5′-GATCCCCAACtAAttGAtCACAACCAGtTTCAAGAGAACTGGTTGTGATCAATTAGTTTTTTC-3′

5′-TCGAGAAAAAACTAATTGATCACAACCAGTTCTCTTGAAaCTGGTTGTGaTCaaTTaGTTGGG-3′. Annealed primers were ligated into pSuperior-GFP (OligoEngine), which was cut with BglII/XhoI. The empty vector served as negative control.

For Y3 overexpression, a pGEM-T clone including the whole Y3 gene (Köhn et al., 2015) was used. The sequence of Y3 mutant, lacking the HuD binding motif (AUUUCUUUGUUCCUUCU), was derived from CRAC data analysis, synthesized and cloned into pGEM-T vector.

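The deleted sequence AUUUCUUUGUUCCUUCU occupies nt 54 to 70 of the 102-nt mouse Y3 sequence. It covers the whole of the UCUUUGU window at nt 57 to 63 and all but the 5′ end of the GAUUUCU window at nt 53 to 59, which had 2940 deletions in 247754 covering reads. The UGUUUAC window at nt 21 to 27 lies outside it.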

To characterize Y3 binding with HuD, the following plasmids, kindly provided by Dr. Toshinobu Fujiwara, were used: pHuD-wt expressing murine HuD wild-type (wt), HuD-MUT vector lacking any RNA-binding activity, the HuD-14-302 lacking the poly(A)-binding domain RRM3 and theHuD-216-385 lacking the ARE-binding domain (RRM1 and RRM2).

The luciferase reporter vectors were generated by cloning the specific 3′UTR sequences into pIS1-Eef25UTR-renilla vector (Addgene 38235), that harbors a canonic TOP motif in 5′UTR. Specifically, the 3′UTR of Eef1a1, Eif4a1, Eif4a2, Eif4a3 and Rpl10 were amplified from murine cDNA by using the following primers:

Eef1a1 Fw 5′-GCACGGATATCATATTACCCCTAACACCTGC-3′

Rv 5′-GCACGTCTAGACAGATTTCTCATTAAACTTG-3′;

Eif4a1 Fw 5′-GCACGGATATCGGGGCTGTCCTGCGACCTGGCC-3′

Rv 5′-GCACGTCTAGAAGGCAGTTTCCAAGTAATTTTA-3′;

Eif4a2 Fw 5′-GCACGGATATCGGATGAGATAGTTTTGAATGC-3′

Rv5′-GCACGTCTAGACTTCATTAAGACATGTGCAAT-3′;

Eif4a3 Fw 5′-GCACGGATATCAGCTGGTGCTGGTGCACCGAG-3′

Rv 5′-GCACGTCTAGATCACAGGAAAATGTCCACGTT-3′;

Rpl10a Fw 5′-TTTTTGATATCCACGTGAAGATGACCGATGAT-3′

Rv 5′-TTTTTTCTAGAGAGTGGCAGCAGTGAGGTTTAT-3′.

The amplified 3′UTRs were then digested with EcoRV and XbaI enzymes and cloned in the same sites of pIS1-Eef25UTR-renilla vector. In addition, Eef1a1 3′UTR and Eif4a3 3′UTR were cloned into pIS1-Eef25UTR-TOPmut-renilla vector (Addgene 38236), that contains a mutated TOP motif in 5′UTR. All plasmids were sequence-verified.

#### Generation of Tetracycline (Tet) inducible cell lines

Tetracycline (Tet) inducible cell lines were generated as previously described (Sanna et al., 2015). Briefly, NSC-34 cells were primarily transduced with the pLentiCMV_TetR_Blast vector (716-1, Addgene). To establish an inducible cell line overexpressing the human HuD protein, NSC-34-Trex cells were infected with a lentiviral vector expressing His-HA tagged HuD. Alternatively, NSC-34-Trex cells were stably transfected with pSUPERIOR.neo+GFP plasmid containing the short hairpin sequence for Y3 or the empty vector as a negative control. In both cell lines, the inducible expression of the transgene (HuD or shRNA respectively) was induced by adding 2 μg/ml doxycycline (Clontech) to the culture medium.

#### Isolation of motor neuron compartments

Primary motor neurons were isolated from embryonic mouse spinal cord and cultured as previously reported (Conrad et al., 2011). To separate motor neuron axons from cell soma and dendrites, the use of coated filter insert (3.0 μm pores PET membrane) was adopted. After 5 days, the different cellular compartments were rapidly collected by scraping the both sides of PET membranes and RNA was extracted by Trizol (Life Technologies). To qualitatively analyze the separation of motor neuron axons from cell soma and dendritic tree, a small PET membrane piece was cut away, immersed in 4% PFA and processed for immunofluorescence.

#### Small interfering RNA (siRNAs) and cell transfections

For gene silencing of Y3, the following siRNA duplexes were used: AACUAAUUGAUCACAACCAGU for Y3 (Köhn et al., 2015) and AGGUAGUGUAAUCGCCUUG as non specific control (47% GC) (Eurofins Genomics); HuD was silenced by transfection of HuD siRNA (sc-37836, Santa Cruz) or control siRNA (sc-37007) from Santa Cruz (Kang et al., 2014). Cells were transfected with 100 nM of the indicated siRNAs for 24h by using Lipofectamine RNAiMAX Reagent (Life technologies).

HEK293 cells were transiently transfected with His-HA HuD plasmid or the His-HA empty vector as control. The transfections were performed using Lipofectamine 2000 (Life Technologies); 48h after transfections cells were harvested for the analysis.

For luciferase assay, HEK293 cells were transfected with His-HA HuD or His-HA empty vector (75ng). After 24 h, the cells were transfected with both the different renilla luciferase reporter vectors (50 ng) and Firefly luciferase (5 ng) for the normalization. The luciferase activity was measured after 24h using Dual-Glo Luciferase Assay System (Promega) following the manufacturer’s instructions.

Motor neurons (2 DIV) were transfected by magnetofection using NeuroMag (OZ Bioscience) according to the manufacturer’s protocol. At 5 DIV, neurons were fixed in 4% PFA and immunostained.

#### NSC-34 cell treatments

To inhibit mTORC1 pathway, NSC-34 cells were starved by serum depletion in DMEM medium without FBS for 8h or treated with Torin1 (500nM) for 1h. After the incubation time, the cells were collected for the following analysis. For the induction of cytoplasmic stress granules, NSC-34 cells were starved for 8h and then treated with 0.25 mM of sodium arsenite (Sigma-Aldrich). After 45 min, the cells were fixed und subjected to immunofluorescence analysis.

#### Cell Differentiation

NSC-34 cells were seeded onto collagen coated (50 ug/mL) 96-well microplate. The normal medium was exchanged 24h after seeding to differentiation medium containing 1:1 DMEM/F-12, 1% FBS, 1% modified Eagle’s medium nonessential amino acids (NEAA), 1% P/S, 5 μM retinoic acid for seven days. HuD overexpression or Y3 short hairpin were induced by 2 ug/mL doxycycline. The differentiation medium was changed after three days. For PC12 cells, they were plated on collagen-coated plates and differentiated with 100 ng/ml NGF in Dulbecco’s modified Eagle’s medium supplemented with 1% horse serum. After 24h, the cells were transfected with HUD and Y3 vectors and maintained for 5 days in differentiation medium.

ESC neural conversion/neuronal differentiation procedure was performed as previously described (Ying et al., 2003). Briefly, ESCs were dissociated and plated onto 0.1% gelatin-coated tissue culture plastic dishes at a density of 1 × 104 cells per cm2 in N2B27 medium. Medium was completely renewed every 2 days. N2B27 medium was a 1:1 mixture composed of DMEM/F12 supplemented with N2 and Neurobasal medium supplemented with B27 (Thermo Fisher). After day 9, cell culture medium was shifted to diff-N2B27 composed of a 1:4 mixture of DMEM/F12 supplemented with N2 and Neurobasal medium supplemented with B27 (Thermo Fisher).

#### Immunofluorescence microscopy

Immunofluorescence of both motor neurons, NSC-34 cells and differentiating ESCs, was performed with the same protocol. After fixation in 4% PFA, cells were permeabilized in PBS + 0.1% Triton X-100 for 5 min and incubated in blocking solution (2% bovine serum albumin, 2% fetal bovine serum, 0.2% gelatin in PBS) for 30 min at RT. Primary antibodies were incubated for 2 hours at RT in blocking solution diluted 1:10 in PBS. The following primary antibodies were used: mouse anti-MAP2 1:300 (M4403, Sigma-Aldrich), rabbit anti-Tau 1:300 (314 002, SynapticSystem), anti-SMI32 (200 KDa neurofilament) 1:300 (Ab7795, Abcam), rabbit anti-MNX1 1:100 (ABN174, Millipore), mouse anti-HuD 1:200 (sc-28299, Santa Cruz), mouse anti-beta III Tubulin (T8578, Sigma Aldrich), mouse anti-eEF1A1 (05235, Millipore), rabbit anti-eIF4A2 (31218, Abcam), rabbit anti-PABP 1:500 (Ab21060, Abcam), mouse anti-DCP1A 1:200 (Ab57654, Abcam), goat anti-TIA1 1:100 (sc-166247, Santa Cruz), mouse anti-Oct4 1:400 (sc-5279, Santa Cruz), mouse anti Nestin 1:400 (MAB353, Merck-Millipore), mouse anti beta3-Tubulin 1:1000 (G712A, Promega). The following secondary antibodies, diluted 1:800, were used: goat anti-rabbit Alexa Fluor 488 (A11008, Thermo Fisher Scientific), goat anti-rabbit Alexa Fluor 594 (A11012, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 488 (A11017, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 594 (A11020, Thermo Fisher Scientific), donkey anti-rabbit Alexa Fluor 488 (A21206, Thermo Fisher Scientific), donkey anti-goat Alexa Fluor 594 (Ab150136, Abcam). Nuclei were stained with DAPI. Images were acquired with Zeiss Observer Z.1 Microscope implemented with the Zeiss ApoTome device. The objective used for image acquisition was either PlanApo oil immersion lens 63x/1.4 or EC Plan-Neofluor 20x/0.5. Pictures were acquired using AxioVision imaging software package (Zeiss) and assembled with Adobe Photoshop 7.0. Images were not modified other than adjustments of levels, brightness and magnification.

#### Neurite outgrowth analysis

NSC-34 cells were fixed after seven days of differentiation and stained with Hoechst and mouse anti-Tubulin antibody (1:800; sc-53140, Santa Cruz). For HuD overexpressing cells, an additional immunostaining with a rabbit anti-HA antibody (1:600; A190-108A, Bethyl Laboratories) was performed. The following secondary antibodies, diluted 1:800, were then used: goat anti-rabbit Alexa Fluor 594 (A11012, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 488 (A11017, Thermo Fisher Scientific) and goat anti-mouse Alexa Fluor 594 (A11020, Thermo Fisher Scientific).

Neurite outgrowth was then analyzed on tubulin positive cells by High Content Screening System Operetta (PerkinElmer). Briefly, plates (96-well CellCarrier, PerkinElmer) were imaged and acquired in preselected fields with LWD 20x objective. For the feature extraction, the images were analyzed by Harmony software version 4.1 (PerkinElmer). Based on the Hoechst dye cell nuclei were identified. Starting from the cell body region, neurites were then detected in tubulin positive cells. The building block “Find Neurites” automatically calculated for each cell a set of neurite properties.

#### CRAC

The CRAC protocol was modified from the published one used in (Helwak et al., 2013). Trex-HuD NSC-34 and control Trex NSC-34 cells were seeded onto 150 mm plates (Nunc, Thermo Scientific). Cells were then induced for human HuD production with 10 μg/ml Tetracycline. 24 h post induction growing cells were UV crosslinked on ice with λ = 254 nm in Stratalinker 1800 (Stratagene). The cells were lysed and treated with DNase (Promega M610A). Cell lysates were incubated with HA agarose beads (26181 Pierce). Ribonucleoprotein complexes on HA beads were trimmed with 0.5 unit RNaseA+T1 mix (RNace-IT, Stratagene 400720-81) and HuD-RNA complexes were eluted. The eluate was incubated with Ni-NTA Agarose (Ni-NTA Superflow 50% suspension IBA 2-3206-010). RNAs bound to HuD were radiolabelled with 32P-γ-ATP and 3′ miRCat-33 linker ligation was performed. Then RNA ligase 1 and barcoded 5′ linker were added and the reaction mixture HuD-RNA complexes were eluted by incubation with NuPage-Eluition buffer. Protein-RNA complexes were resolved on a 4%–12% Bis-TrisNuPAGE gel (Life Technologies, NP0335) in NuPAGE SDS MOPS running buffer (Life Technologies, NP0001) and transferred to nitrocellulose membrane (GE Healthcare, AmershamHybond ECL). Air-dried membrane was exposed on film o.n. and the radioactive bands corresponding to the HuD complexes were cut out. RNA was extracted and reverse transcribed. cDNA was amplified and PCR products were precipitated, resuspended and separated on a 2.5% MetaPhoragarose (Lonza). After purification with Gel Extraction Kit with MinElute columns (QIAGEN) the samples were sequenced on Illumina HiSeq 2000 platform.

#### Polysome profiling

Polysomal profiling was performed according to previously described protocols (Bernabò et al., 2017). Briefly, the cells were treated with cycloheximide and then lysed in 300 μL of cold lysis buffer. The lysate was centrifuged at 4°C for 5min at 20.000 g to pellet cell debris. The cytoplasmic lysates loaded on a linear 15%–50% [w/v] sucrose gradient and centrifuged in a SW41Ti rotor (Beckman) for 1 h 40 min at 180.000 g at 4°C in a Beckman Optima Optima XPN-100 Ultracentrifuge. Fractions of 1 mL of volume, were then collected monitoring the absorbance at 254 nm with the UA-6 UV/VIS detector (Teledyne Isco).

#### Extraction of total and polysomal RNA

Sucrose fractions corresponding to polysomes and total RNA were pooled together and the RNA was processed by acid phenol–chloroform extraction. Alternatively, the mRNAs were isolated from single fractions along sucrose gradient as described in (Bernabò et al., 2017).

#### RT-qPCR analysis

The retrotranscription reaction was performed with 1 μg of polysomal or total RNA using the iScriptcDNA synthesis kit (Biorad) in accordance with the manufacturer’s instructions. The obtained cDNA was used as template in aqPCR reaction with the KAPA SYBR FAST qPCR (Kapa Biosystem) and specific primers as reported in Table S3. qPCR were run in three biological and three technical replicates. The relative expression was calculated with the delta delta Ct method. Gapdh and Als2 were used as reference genes. The gene-specific Translation Efficiency (TE) was calculated as the ratio between the fold change at the polysomal level and the fold change at the total level of the gene of interest.

#### Library preparation for RNA-Seq and POL-Seq

Total and Polysomal RNA samples were converted to cDNA libraries according to the Illumina TruSeq Stranded mRNA Library Prep. The sequencing was performed on Illumina HiSeq 2500 platform.

#### Library preparation for TruSeq Targeted RNA Expression

The library was prepared using TruSeq Targeted RNA Expression following the manufacturer’s instruction and the sequencing was performed on the MiSeq Illumina platform.

#### RNP immunoprecipitation and RNA pulldown

The HuD ribonucleoproteincomplex was isolated as previously described (Sanna et al., 2015). Immunoprecipitated and input samples were resuspended in Trizol reagent (Life Technologies) and RNA extraction was performed following manufacturer’s instructions.

RNA pulldowns were essentially performed as previously described (Köhn et al., 2015). For synthesis of the RNA baits (Y1, Y3, Y4) T7-Polymerase mediated *in vitro* transcription was used.

#### SBP Pulldown

To pull down HuD and HuD-fragments inserts were cloned into the pCDNA-SBP-Flag vector. After transfection into NSC-34, cells were harvested after 48h. Cell pellets were lysed using BB (100 mMKCl, 10mM EDTA, 10 mM HEPES pH 7.4, 0.5% NP-40) and the supernatant was incubated with Streptavidin MyOne T1 beads (Life Technologies). Beads were then washed three times with BB and bound proteins were eluted by addition of BB+1% SDS and heating at 65°C. Eluates were then separated for RNA and protein preparations. Input and pulldown RNA was purified using Trizol (Sigma-Aldrich) and subjected to Northern Blot. Protein samples were subjected to Western Blot.

#### Northern and western blot

Northern Blot was essentially performed as previously described (Köhn et al., 2013, Köhn et al., 2015).

For western blot analysis, NSC-34 and HEK293 cells were homogenized in RIPA lysis buffer (Sigma) following the manufacturer’s instructions. The isolation of proteins along sucrose gradient were performed as described in (Bernabò et al., 2017). Protein lysates were resolved on SDS-PAGE and transferred to nitrocellulose membrane.

The following antibodies were used: mouse anti HuD (sc-28299, Santa Cruz), rabbit anti HA (A190-1081, Bethyl Laboratories), rabbit anti eIF4A1 (ab312-17, Abcam), rabbit anti-eIF4A2 (31218, Abcam), rabbit anti-eIF4A3 (homemade, generously provided from Prof. Macchi’s lab), rabbit anti eEF1A1 (SAB2108050, Sigma), mouse anti Tubulin (sc-53140, Santa Cruz) and rabbit Anti-PABPC1 (SAB2101708, Sigma), rabbit anti Rpl26 (Ab59567, Abcam), rabbit anti S6 (2217, Cell Signaling Technology).

#### AlphaScreen assays

Recombinant HuD-His-HA proteins, expressed and purified from NSC-34 cells by Ni Sepharose beads (GE Healthcare), were tested in saturation binding conditions using biotinylated ARE RNA (5′-AUUAUUUAUUAUUUAUUUAUUAUUUA) or Y3 RNA probes and the AlphaScreen Hemagglutinin detection kit (Perkin Elmer) with an optimized protocol already described (D’Agostino et al., 2013). Equilibrium dissociation constants (Kd) were determined from nonlinear regression fits of the data according to a 1-site binding model in GraphPad Prism, version 5.0 (GraphPad Software, Inc., San Diego, CA). The RNA binding activity of recombinant HuD proteins in cell lysates was measured by reacting 50 nM of biotinylated probe upon determination of the assay specificity and hooking point.

#### Quantification of HuD and Y3 molecules

NSC-34 cells (5x10^6^) were lysed using RIPA buffer and the protein concentration was determined using standard Bradford Protein assay (Sigma). Known amount of cell lysates and HuD recombinant protein (a generous gift of Dr. Paolo Struffi, University of Trento) were separated by 10% SDS-PAGE and transferred to nitrocellulose membrane. Samples were analyzed by western blotting using rabbit anti-HuD antibody (sc-28299, Santa Cruz) and the optical density (OD) of the protein bands were quantified by ImageJ. To estimate the number of HuD molecules NSC-34 cells, a standard curve was generated by plotting the known amounts of HuD recombinant protein (15, 25, 50, 75 ng) on the x axis, and their respective OD values on the y axis. This reference plot was used to inferred the amount of HuD protein in our NSC-34 lysate and calculate the amount for cell.

To estimate the number of Y3 molecules in NSC-34 cells, murine Y3 was synthesized by *in vitro* transcription. Total RNA was extracted from NSC-34 cells with Trizol (Sigma-Aldrich). The amount of RNA was normalized to the cell number and corrected for purification efficiencies. Then quantitative Northern Blots were performed to determine the amount of Y3 in NSC-34 total RNA by using *in vitro* transcribed Y3 as a standard. Finally, the amount of Y3 per NSC-34 cell could be determined.

#### AHA assay

*De novo* synthesized proteins were quantified using the Click-iT AHA Alexa Fluor Protein Synthesis HCS Assay (Molecular Probes, Life Technologies). In brief, NSC-34 cells were plated at density of 10,000 cells/well in 96-well plates for 24h. The cells were then induced to overexpress HuD (a) or silenced for HuD (b) or silenced for Y3 (c) or subjected to HuD overexpression and Y3 silencing (d). After 48h, the cells were washed, incubated with L-azidohomoalanine (AHA) 50 μM for 1h and fixed. During AHA incorporation, control cells were treated with puromycin (100 ug/ml), a protein synthesis inhibitor, to evaluate background labeling. Click-chemistry reactions were sequentially performed according to the manufacturer’s instructions and the relative AHA incorporation was then analyzed by high content imaging approach. To detect cell nuclei, the kit was multiplexed with Hoechst 33342. Plates (96-well CellCarrier, PerkinElmer) were imaged on the High Content Screening System Operetta (PerkinElmer). In each well, images were acquired in preselected fields with LWD 20x objective. For the feature extraction, the images were analyzed by Harmony software version 4.1 (PerkinElmer). Based on the Hoechst dye and Alexa 488 fluorescence intensity, cell nuclei and cell cytoplasm were identified respectively. To quantify nascent protein synthesis, the mean fluorescence intensity of Alexa Fluor 488 was quantified in the cytoplasm.

### Quantification and Statistical Analysis

#### CRAC data analysis

Adaptor removal and collapse of duplicate reads (also with identical random barcode, marking PCR duplicates) were performed with hyb (https://github.com/gkudla/hyb). Reads were aligned to the mouse genome (GRCm38.p4) with Tophat (version 2.0.14), using the Gencode M6 transcript annotation as transcriptome guide. All programs were used with default settings unless otherwise specified.

In order to detect CRAC binding sites, we developed and implemented a dedicated computational methodology (MAPAS, standing for Mutation And PWM Assisted Search) that takes advantage of cross-linking induced mutations, consisting primarily in deletions in our experiment, in order to localize candidate binding sites. After the integration of replicates, to increase specificity, we penalized locations with aligned reads and deletions in control experiments (noise subtraction and removal). For each of the remaining locations, we calculated a combined p value based on a) the number of deletions, b) the number of aligned reads (coverage). P values were empirically calculated from the genome-wide experimental distributions of coverage and number of deletions. Coverage and deletion p values were combined with the Fisher method.

A pool of 753 sequences surrounding unique genomic locations with a combined p value < 0.05 were selected to build a PWM (Positional Weight Matrix), hence used as a “seed” matrix to score to all the other candidate binding sites. To create the seed PWM, we defined a region spanning seven nucleotides around the deletion site. This size choice is based on previous crystallographic studies resolving the structure of the RRM1 and RRM2 domains of HuD bound to canonical AU rich elements. PWM analysis was performed with functions implemented in the Biostrings R package. The seed PWM was used to score all deletion sites and select high-confidence HuD bound sites. A PWM score threshold was chosen, based on the 95 percentile of scores obtained from random heptamers. HuD “high confidence” binding sites were selected among those with i) PWM score > PWM score threshold, ii) number of HuD deletions > = 3 (at least one for replicate), iii) number of aligned reads > = 6 (at least two for replicate). This procedure identified 5153 high confidence HuD binding sites (Supplemental Information).

#### RNA-Seq and POL-Seq data analysis

For RNA-Seq and POL-Seq data of NSC-34 cells, after quality control (FastQC) reads generated from each sample were aligned to the mouse genome (GRCm38.p4) with STAR (version 2.5.3a,–quantMode TranscriptomeSAM GeneCounts), using the Gencode M6 transcript annotation as transcriptome guide. Normalization with the TMM method and identification of genes with altered TE upon HuD overexpression were performed with the edgeR package. The experiment was performed in biological duplicate.

#### TruSeq Targeted RNA Expression data analysis

TruSeq Targeted sequencing of 75 genes (including 70 HuD targets and 5 negative control genes) was performed to validate HuD RNA interactome (RIP-Seq in NSC-34 cells) and to monitor expression variations of HuD targets upon HuD overexpression (total RNA and polysomal RNA in NSC-34 cells), with the Illumina MiSeq platform. Raw counts were determined from the alignment of reads to targeted gene sequences. For HuD overexpression assay, normalization with the TMM method and identification of differentially expressed genes (p value < 0.05) were performed with the edgeR package. For the RIP-seq assay, negative control genes were used as housekeeping and data were normalized for the geometric mean of their expression values. Experiments were performed in biological triplicate.

#### Alternative polyadenylation data analysis

Transcriptome-wide alternative polyadenylation (APA) analysis upon HuD overexpression in NSC-34 cells was performed in biological triplicate by 3′end mRNA sequencing, using the Lexogen QuantSeq 3′ mRNA-Seq Library Prep Kit REV.

After quality control (FastQC), reads generated from each sample were aligned to the mouse genome (GRCm38.p4) with STAR (version 2.5.3a,–quantMode TranscriptomeSAM GeneCounts), using the Gencode M6 transcript annotation as transcriptome guide. Polyadenylation site usage (pAu) values were determined counting the number of reads starting within 10 nucleotides from known polyadenylation sites. Normalization and differential polyadenylation analysis were performed with the edgeR package.

#### Functional annotation enrichment analysis

Functional annotation enrichment analysis with Gene Ontology terms, KEGG and REACTOME pathways were performed using the clusterProfiler Bioconductor package.

Functional annotation enrichment analysis with lists of genes derived from experimental datasets was performed with the enrichR gene set libraries.

#### Statistical analysis

Unless stated otherwise all quantitative experiments were performed in triplicate and average with standard error of the mean (SEM) was reported in the corresponding figure legends. Analysis of data from sequencing and other experiments was carried out using programs described in the Key Resources Table and corresponding sections in STAR Methods.

### Data and Software Availability

The accession number for the sequence files reported in this paper is NCBI GEO: GSE115490 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115490). Raw image files are deposited on Mendeley Data (https://doi.org/10.17632/p34w7w78hy.1).

How the deposited data were processed for this re-analysis (not part of the article)

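CRAC, RNA-Seq, POL-Seq and 3′ end sequencing were analysed in NSC-34 cells, a mouse motor neuron-like line, with and without induced HuD. CRAC had 3 HuD and 3 control libraries, RNA-Seq and POL-Seq 2 of each, and 3′ end sequencing 3 of each. For CRAC, the results text of the paper gives an induction with 2 µg/ml doxycycline for 48 h, while its methods and the sample labels give 10 µg/ml tetracycline for 24 h.

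For RNA-Seq and POL-Seq, the authors deposited counts of reads per gene from STAR on GRCm38 with Gencode M6, without normalization. For the 3′ ends, the authors deposited counts of reads starting near known polyadenylation sites, with a line per transcript. For CRAC, the authors collapsed PCR duplicates, aligned the reads with Tophat, pooled the replicates with a penalty for control signal, and deposited for each site the coverage, as a signal in reads, and the count of reads with a deletion. The authors' p-value of a site combines an empirical p-value of coverage and of deletions by Fisher's method and is not adjusted. The deposited score of a site is that of its window against the authors' positional weight matrix.

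Lines of the CRAC table with the same position and strand were reduced to 1 unique site with the highest coverage and deletions and the lowest p-value, and 28 sites listed under more than 1 gene were assigned to a protein coding gene where listed, and to the first by name among several. HuD mRNA targets are the 1304 protein coding genes of the table, of which 1282 had RNA-Seq counts. The listed windows did not hold the listed sequence as written. The shift of 1 nt on the plus strand and 2 nt on the minus strand was found and chosen after the data were examined, from the match to GENCODE vM21 transcripts. It moves printed positions only, not coverage, counts or shares. Sequences around a site extend 15 nt to each side.

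Counts were tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The change in TE is the interaction of fraction and HuD in a fit to all 8 libraries. Gene classes for the enrichment of targets were set at an unadjusted p-value under 0.05, with Fisher's exact test (two-sided) against unchanged genes. Sets were tested with camera of limma 3.58.1. Site usage was tested with diffSpliceDGE and Simes' method. DESeq2 1.42.0 served as an alternative. CRAC shares, correlations and rank permutations (100000) were computed in Python 3.11.15 with SciPy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. CPM and FPKM were computed from the deposited counts, FPKM with the exon length of each gene. With 2 libraries per group, CPM values have an SD from n = 2, and for a gene whose groups do not overlap chance alone gives 33.3% of genes. No overlap was found for 2768 genes with higher and 2975 with lower TE.

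The paper's text names no pairing of replicates. Same-numbered libraries were taken as a block on the replicate number in their labels, which the correlations of their deviations bear on, and the tests were run without and with it. Tests, classes, alternatives and the rule for naming genes were set before the data were examined, apart from the alternatives named as chosen later. Genes named are those the paper names for these data, the 5 genes with the smallest p-value in each direction among those whose groups do not overlap (for TE, whose ratios in same-numbered pairs do not), and the 10 genes with the most CRAC coverage. Alternatives changed the normalization, the filter, the test, the threshold, the block, the target list and the site definition, and left out each library in turn.

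The procedures were tested on simulated data. Of 200 genes with a log2 change in TE of 2, 99% were recovered at an adjusted p-value under 0.05, and 0.0956% of 14641 unchanged genes were called. Of genes changed 2-fold, 85% were recovered, and of genes changed 1.5-fold, 3% (85.5% at an unadjusted p-value under 0.05). Random gene sets of the size of the target list passed Fisher's test in 4.6% of 1000 draws. Site usage was recovered for 97% and 3′ end abundance for 99.5% of changed genes. The reduction to unique sites returned 200 of 200 simulated sites. Gene Ontology and pathway lists, Western blots, RT-qPCR and pull-downs were not analysed here. The result for 1 of the genes the paper names is not reported here.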

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

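The splits of the samples, the comparison with total RNA, the merging of sites, the depth ratio and both comparisons of Y1 with 18S ribosomal RNA were chosen only after the results were seen, and the sequence comparison of Y1 with Y3 before.

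The summed 3′ end counts of genes, which the paper does not report on, changed between control and HuD cells for 5 genes (edgeR, adjusted p-value under 0.05), 2 of them higher (*Ccnd2*, log2 change 4.45, and *Rufy3*, 1.13) and 3 lower (*Armcx2*, -6.60, *Nqo1*, -3.50, and *Dap*, -1.68). *Armcx2* fell from 72.8 ± 9.60 CPM (SD, n = 3) to 0.743 ± 0.414 (SD, n = 3). None of the 5 genes is a HuD mRNA target. With the replicate block 217 genes passed, the 5 genes among them, and 20 of the 217 were targets (Fisher's exact test, p = 0.386). In 588 genes every HuD library lay above every control library and in 557 below, where chance gives 10% of 9621 genes.

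Of the 10 splits of the 6 libraries into 3 and 3, only the real split, 1 of 10, gave as many genes, and the 9 others gave 0. For the replicate block, 1 of the 4 splits that part every same-numbered pair gave as many, again the real one. For site usage, too, 1 of 10 splits, and 1 of 4 with the block, gave as many genes. The other splits in the first comparison part only 1 same-numbered pair in 6 of 9 cases. With 3 libraries per group the share of splits cannot fall below 1 of 10, or 1 of 4 with the block, so these counts could not have ruled out an arbitrary grouping whatever the real split gave. Other explanations were weighed for the 5 genes. Group means of total counts differed by a ratio of 1.05, so depth does not account for them. With sites within 20 nt merged, 4 of the 5 genes were still called without the replicate block, all but *Rufy3*. With the block all 5 genes were still called after merging. Overlapping sites therefore do not account for most of the 5 genes. In total RNA of the RNA-Seq cultures all 5 genes had the same sign of change, but only 1 of the 5 genes, *Rufy3*, had an unadjusted p-value under 0.05 (log2 change 0.39). *Armcx2* changed by -0.14 and *Ccnd2* by 0.04 there. In the other direction, of 211 genes changed with the block and tested in total RNA, 150 (71.1%) changed the same way there, 15 of them with an unadjusted p-value under 0.05. *Elavl4*, which encodes HuD, was not higher in the 3′ end counts of HuD libraries, so these counts do not show the induction themselves. By the paper's methods, the induced HuD was a human cDNA in a lentiviral vector. Its transcript need not end at a counted mouse site, and whether it does was not tested. A difference between the control and HuD cultures of the 3′ end experiment other than HuD may account for part of the changes, and the pattern cannot be told apart from it. By the splits alone the number of genes cannot be told apart from an arbitrary grouping either, which does not bear on single genes such as *Armcx2* (edgeR, adjusted p = 5.85e-05).

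CRAC covered Y1, which the text of the paper discusses for RIP and a pull-down, with 3926 reads at its most covered window in HuD cells, above 202 in control cells. Reads shared with Y3 do not account for this. The 37-nt sequence around the Y1 window had at most 17 positions identical to any stretch of Y3, where shuffled sequences had a median of 18. Background from an abundant RNA remains possible by one measure and not by another. HuD over control coverage on Y1 was 19.3, which is 0.842 times that on 18S ribosomal RNA (22.9), and on Y3 it was 353. Summed over windows, which counts a read at each window it spans, deletions per 1000 reads were 26.0 on Y1. This was 8.94 times the value on 18S ribosomal RNA (2.91) and also above that on Y3 (9.92). At the window with the most deletions, deletions per 1000 reads were 49.3 on Y1, 42.8 on Y3 and 6.27 on 18S ribosomal RNA. The ratio of coverage is consistent with background, while the deletions are not, so background may contribute to the coverage of Y1 but does not account for its deletions. No biological explanation was tested.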

How the results depend on the processing

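Of 433 comparisons with an alternative that kept every library, 362 kept their direction and side of the threshold or stayed within the error, 7 became weaker, 20 stronger, 13 reversed and 31 moved. In all 162 comparisons of TE changes of single genes nothing changed, but no gene passed adjustment in any of them. When a library was left out, 59 of 168 such comparisons moved, with a change of sign for *Kif5b* (-0.51 to 0.10) and *Acsl4* (-0.27 to 0.29) among others. Over all results, 81 of 274 comparisons with a library left out moved, 9 became weaker and 3 stronger. Of 60 comparisons of 3′ end changes of single genes, 2 became weaker and 15 stronger. For the changes below, the cause was not tested.

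No gene changed TE at an adjusted p-value under 0.05 under the alternatives tried, and 146 did at an unadjusted p-value under 0.05. For polysomal RNA, DESeq2 gave 3 genes, edgeR's likelihood ratio test 4 and an unadjusted p-value 622. For total RNA, DESeq2 gave 1, the likelihood ratio test 1, a fit to only that fraction 1 and an unadjusted p-value 394. Scaling by library size alone moved the split of polysomal genes from 341 up and 281 down to 514 and 162, and of total RNA from 265 and 129 to 349 and 92. The block raised the genes with increased and decreased TE from 61 and 85 to 163 and 199, and a block by culture to 320 and 398.

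The enrichment among genes with increased TE kept its direction in every alternative, with a fold from 2.64 (likelihood ratio test) to 7.01 (targets with a site p-value under 0.05), and an odds ratio of 8.33 in the logistic model with CPM. It failed its threshold at an unadjusted p-value under 0.01 (3.88 with 6 genes, Fisher's exact p = 0.0879). The depletion among genes with decreased TE no longer passed with DESeq2 (0), with an unadjusted p-value under 0.01 (0), for targets with a site p-value under 0.05 (0) and for all CRAC genes (0.528). Among genes with decreased polysomal RNA, the fold reversed with library size (0.817), a minimum of 1 CPM (0.998), the likelihood ratio test (0.707), an unadjusted p-value under 0.01 (0.899), the logistic model (0.849) and targets with a site p-value under 0.05 (0.767). Among genes with increased total RNA, it reversed with DESeq2 (1.17), the minimum CPM (1.06), the logistic model (odds ratio 1.95, p = 0.0119, n = 265 genes in the class) and all CRAC genes (1.01). Of these reversals the logistic model passed the threshold, in the direction of enrichment. In the direction of depletion the fold passed it with a replicate block within each fraction (0.615), which was chosen after seeing the data. Among genes with decreased total RNA, it passed with DESeq2 (2.99), library size (1.77), the replicate block (1.77) and the block within each fraction (1.60, chosen after seeing the data).

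The median TE change of translation machinery targets reversed with a minimum of 1 CPM (-0.000755) and against genes matched on CPM (-0.00722). Across the 8 fits that each left out a library, the median change of targets ran from -0.0163 to 0.0679 for TE, -0.0447 to 0.0491 for polysomal RNA and -0.0686 to 0.00123 for total RNA, and that of the machinery from -0.0608 to 0.0640.

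Site usage gave 0 genes with sites within 20 nt merged (7 at an unadjusted p-value), which was chosen after seeing the data, and 5 at an unadjusted Simes p-value, among which the fold of targets reversed to 1.68. Genes with changed 3′ end abundance rose to 35 with DESeq2, 217 with the block, 251 with merged sites and the block (chosen after seeing the data) and 565 at an unadjusted p-value. Leaving out a library gave 2 to 14 such genes, 0 to 1 genes with changed usage and, in the 2 fits that called a gene (*Rufy3* in each), a fold of targets from 0 to 0.

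The Y3 share moved to 51.4% with deletions, 83.5% over table lines, 91.7% at a site p-value under 0.05, 88.9% minus control coverage and 68.8% for the highest site per gene. The 3′ UTR share moved to 87.5% at a site p-value under 0.05 and 85.9% weighted by coverage. Sites numbered 5153 as table lines and 675 at a p-value under 0.05. Target genes numbered 293 at a p-value under 0.05 and 510 with at least 2 sites. The correlation moved to 0.279 without logs, 0.0532 with deletions, 0.318 with FPKM, 0.346 for protein coding genes and 0.308 as Spearman's rho. The share of A before UUU moved to 12.1% at a site p-value under 0.05, and that of G to 64.0%. With non-coding genes included the shares moved the other way, to 50.4% for A and 14.9% for G.

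Not run were gene classes by adjusted p-value (no genes), and the logistic model for decreased TE and for usage at an adjusted p-value under 0.05 (0 targets). The block by culture and single fractions were not run where they do not apply. With sites merged without a block, the fold of usage targets at an adjusted p-value under 0.05 was not run (no genes). Leaving out a library was not run for TE counts and enrichments, because it leaves 1 library in a group.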

Differences from the paper's values

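The number of unique sites was 2868 against the paper's 5153 binding regions. Of the alternatives set before the data were examined, the count of table lines gave 5153, and merging sites (2698), a site p-value under 0.05 (675) and sites without control coverage (2682) did not reach it. The correlation with transcript level was 0.182 against the paper's 0.24. The sum per gene gave 0.218, within the error of the paper's value, and the other alternatives did not (0.279 without logs, 0.0532 with deletions, 0.318 with FPKM, 0.346 for protein coding genes and 0.308 as Spearman's rho).

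The weight of C before the UUU core was 0.221 against the paper's 0.40. It was 0.409 without weights, 0.366 with unscaled coverage and 0.347 with non-coding genes included, each within the range set for a difference, and 0.239 with a site p-value under 0.05, which was not. The 95% interval of the weighted share of C, 10.8% to 46.2%, contains the paper's value, so the data do not resolve this difference.

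Fisher's exact p for targets among genes with increased TE was 4.29e-05 against the paper's 7.6e-10. DESeq2 gave 6.34e-10, within the range set for a difference, with a fold of 6.51 against the paper's 3.6. The other alternatives lay outside that range. The replicate block (6.85e-16, with a fold of 3.63) and the block by culture (1.10e-19) gave a smaller p than the paper, and the rest a larger one, among them library size with 1.59e-09 and the minimum CPM with 4.97e-08. The fold among genes with decreased TE was 0, against about 0.5 in Figure 2F, read by eye. The block by culture (0.543) and all CRAC genes (0.528) came within the range set for a difference, and the other alternatives did not.

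The paper orders the bases before UUU as C, A and G by weight, while the weighted shares were highest for A (42.0%), then G (35.9%) and C (22.1%). The intervals of these shares overlap, so the order is not resolved. The paper states that binding of HuD to Y1 was not detected by RIP, while CRAC covered Y1 with 3926 reads at its most covered window. The paper uses *Bdnf* as a positive control and *Ncam1* as a HuD-associated mRNA in RIP, while each had 0 CRAC windows. *Rpl10a*, the paper's negative control mRNA in RIP, also had 0. Sites with fewer than 6 covering reads or 3 deletions are not listed, so weaker binding would be missed. In total RNA of control cells *Bdnf* was at 2.94 ± 0.646 CPM (SD, n = 2) and *Ncam1* at 112 ± 5.56 (SD, n = 2).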

Other observations

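The depth ratio and the merging of sites for site usage were chosen only after the results were seen, and the other tests here before.

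Transcript length and expression level did not account for the enrichment of targets among genes with increased TE. In a logistic model with log2 length and log2 mean CPM the odds ratio was 9.04 (p = 2.21e-09, n = 14842 genes), and 7.03 with the replicate block. The POL-Seq group means of total counts differed by a ratio of 1.26, below the 1.5 set for depth to matter. The strength of HuD binding is a candidate explanation. Across 1279 tested targets, CRAC coverage over transcript level and TE change had a Spearman rho of 0.194 (Pearson r 0.145, permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1.5e-05), and 0.205 given transcript level. This is a correlation across genes, which are not independent replicates, and TE and coverage over level both use RNA-Seq counts, although coverage alone had a rho of 0.170.

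With the replicate block, targets were enriched among genes with changed site usage at an unadjusted p-value under 0.05. Without the block, limma's diffSplice gave 39 such genes with 11 targets, a fold of 2.41 (Fisher's exact test, p = 0.00446), and edgeR's gene-level F test a fold of 1.76 (Fisher's exact test, p = 0.0535). Expression level and number of sites, counted before merging, did not account for the enrichment under the block (logistic model, p = 0.00760, n = 3317 genes). With sites within 20 nt merged and the block, 11 of 41 such genes were targets (fold 1.56, Fisher's exact test, p = 0.140). Merging also reduced the tested genes from 3317, with 395 targets, to 1434, with 250 targets. The genes that merging dropped were left with fewer than 2 sites, and a lower share of them were targets. They stay in the background of the enrichment without merging, which can raise its fold. Reads counted at overlapping sites may also account for the enrichment, and the merged test does not separate them from this change of background.

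Across 68 of the 70 genes in the paper's RIP panel, CRAC coverage over transcript level and the paper's RIP enrichment had a Spearman rho of 0.454 (Pearson r 0.436, permutation test, p = 0.00013), and 0.397 given transcript level, which is consistent with binding strength ordering both measures.

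The log2 change of TE was -0.24 for *Kif5b*, 0.08 for *Sema4d*, 0.01 for *Picalm*, -0.02 for *Acsl4* and -0.05 for *Hnrnpa2b1*, and -0.19 for *Eef1a1*, -0.25 for *Pabpc1*, -0.06 for *Eif4a1*, -0.12 for *Eif4a2* and 0.06 for *Eif4a3*, all with an adjusted p = 1.00 from edgeR. The median TE change of 39 translation machinery targets differed from that of other genes by 0.01 (camera, adjusted p = 0.904, and 0.921 with the replicate block). The 3′ end and total RNA log2 changes had a Pearson r of 0.143 across 9399 genes.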
